# miRWoods: Enhanced precursor detection and stacked random forests for the sensitive detection of microRNAs

**DOI:** 10.1371/journal.pcbi.1007309

**Published:** 2019-10-09

**Authors:** Jimmy Bell, Maureen Larson, Michelle Kutzler, Massimo Bionaz, Christiane V. Löhr, David Hendrix

## Abstract

MicroRNAs are conserved, endogenous small RNAs with critical post-transcriptional regulatory functions throughout eukaryota, including prominent roles in development and disease. Despite much effort, microRNA annotations still contain errors and are incomplete due especially to challenges related to identifying valid miRs that have small numbers of reads, to properly locating hairpin precursors and to balancing precision and recall. Here, we present miRWoods, which solves these challenges using a duplex-focused precursor detection method and stacked random forests with specialized layers to detect mature and precursor microRNAs, and has been tuned to optimize the harmonic mean of precision and recall. We trained and tuned our discovery pipeline on data sets from the well-annotated human genome, and evaluated its performance on data from mouse. Compared to existing approaches, miRWoods better identifies precursor spans, and can balance sensitivity and specificity for an overall greater prediction accuracy, recalling an average of 10% more annotated microRNAs, and correctly predicts substantially more microRNAs with only one read. We apply this method to the under-annotated genomes of *Felis catus* (domestic cat) and *Bos taurus* (cow). We identified hundreds of novel microRNAs in small RNA sequencing data sets from muscle and skin from cat, from 10 tissues from cow and also from human and mouse cells. Our novel predictions include a microRNA in an intron of tyrosine kinase 2 (TYK2) that is present in both cat and cow, as well as a family of mirtrons with two instances in the human genome. Our predictions support a more expanded miR-2284 family in the bovine genome, a larger mir-548 family in the human genome, and a larger let-7 family in the feline genome.

## Author summary

While the computational prediction of microRNA loci from high-throughput sequence data is well-studied, challenges persist in defining the minimum number of reads required for a locus to be evaluated, as well as in defining the precursor span. We present a new method, “miRWoods”, which has greater recall of known microRNAs, while also achieving as good or better overall performance. Our approach uses improved duplex-based methods of precursor detection and a pair of random forest layers that sensitively detect mature products and precursors. We trained our model on data from human, and confirmed that it can successfully be applied cross-species by evaluating predictions for the mouse genome. We then applied our approach to new sequencing data mapped to the under-annotated genomes of cow and cat. We were able to use miRWoods to improve annotations for cat and cow microRNAs, and found novel microRNAs in human and mouse, and identified errors in current annotations.

## Introduction

MicroRNAs (miRNAs, miRs) are a highly-conserved class of small endogenous RNA molecules that are involved in post-transcriptional gene silencing by acting as a guide RNA for the RNA-induced silencing complex (RISC). The biogenesis of microRNAs begins with the generation of a primary transcript (pre-miR), which folds into a structure containing one or more ~70-nt hairpins. These hairpin precursors (pre-miRs) are cut at the base by Drosha [1]. After export from the nucleus, the loop of the hairpin is cut by Dicer. The resultant double-stranded RNA duplex is unwound to produce two mature ~22-nt microRNAs (miRs), named 5′ and 3′ after the arm of the hairpin from which they derive. Typically, only one of the mature microRNAs is incorporated into RISC, and the other microRNA is degraded and designated miR-star or miR*. The seed sequence at positions 2–8 of RISC-bound mature microRNAs binds to complementary sequences in the 3′ untranslated regions (UTRs) of mRNAs.

Initially discovered through genetic screens in *C*. *elegans* [2], the advent of deep sequencing data has enabled the high-throughput discovery and annotation of novel microRNAs. Most microRNA prediction approaches begin by aligning size-selected deep sequenced RNA (small RNA-seq) reads to the genome, and then the identification of overlapping aligned reads, “read stacks”. These read stacks correspond to mature microRNA products, as well as other sequenced fragments including microRNA offset RNAs (moRs) [3], hairpin loops, and spurious RNA fragments. The RNA secondary structures for the genomic sequences surrounding the read stacks are predicted and reads overlapping predicted hairpin structures are analyzed for arrangements consistent with microRNA processing. The prediction methods vary in the specifics of how the data are processed, and relevant features are quantified, as well as what classification techniques are used. Methods employing this strategy include miRTRAP [4], the software upon which miRWoods was built, along with miRDeep [5], the improved miRDeep2 [6] and other variants [7, 8], miReap [9], and miRAnalyzer [10].

Several challenges remain in the computational prediction of microRNAs. Current approaches have strengths and weaknesses; while some approaches focus on higher precision at the expense of false negatives, others focus on higher recall at the expense of false positives. Most approaches require a minimum number of mapped reads at a given locus, meaning that many valid lowly expressed microRNAs are missed. Also, hairpin precursor detection is challenging because slight changes in the boundaries can shift the secondary structure prediction away from the hairpin. Our analysis of the predictions from available methods identifies many cases that partially overlap with or are shifted from annotated loci, and mistake 5′ for 3′ mature miRs.

These remaining challenges to microRNA discovery motivated us to create miRWoods, a microRNA discovery pipeline using stacked random forests with an improved method for determining hairpin precursor span (Fig 1). The miRWoods pipeline consists of a mature product random forest (MPRF) for mature product detection, and a hairpin precursor random forest (HPRF) for hairpin precursor identification. For, balancing precision *versus* recall, we tuned miRWoods to optimize F-score, which is the harmonic mean of precision and recall. We trained and tuned miRWoods on well-annotated human data sets, evaluated cross-species performance using mouse data and used the pipeline to subsequently identify novel microRNAs in the feline and bovine genomes.

**Fig 1:**
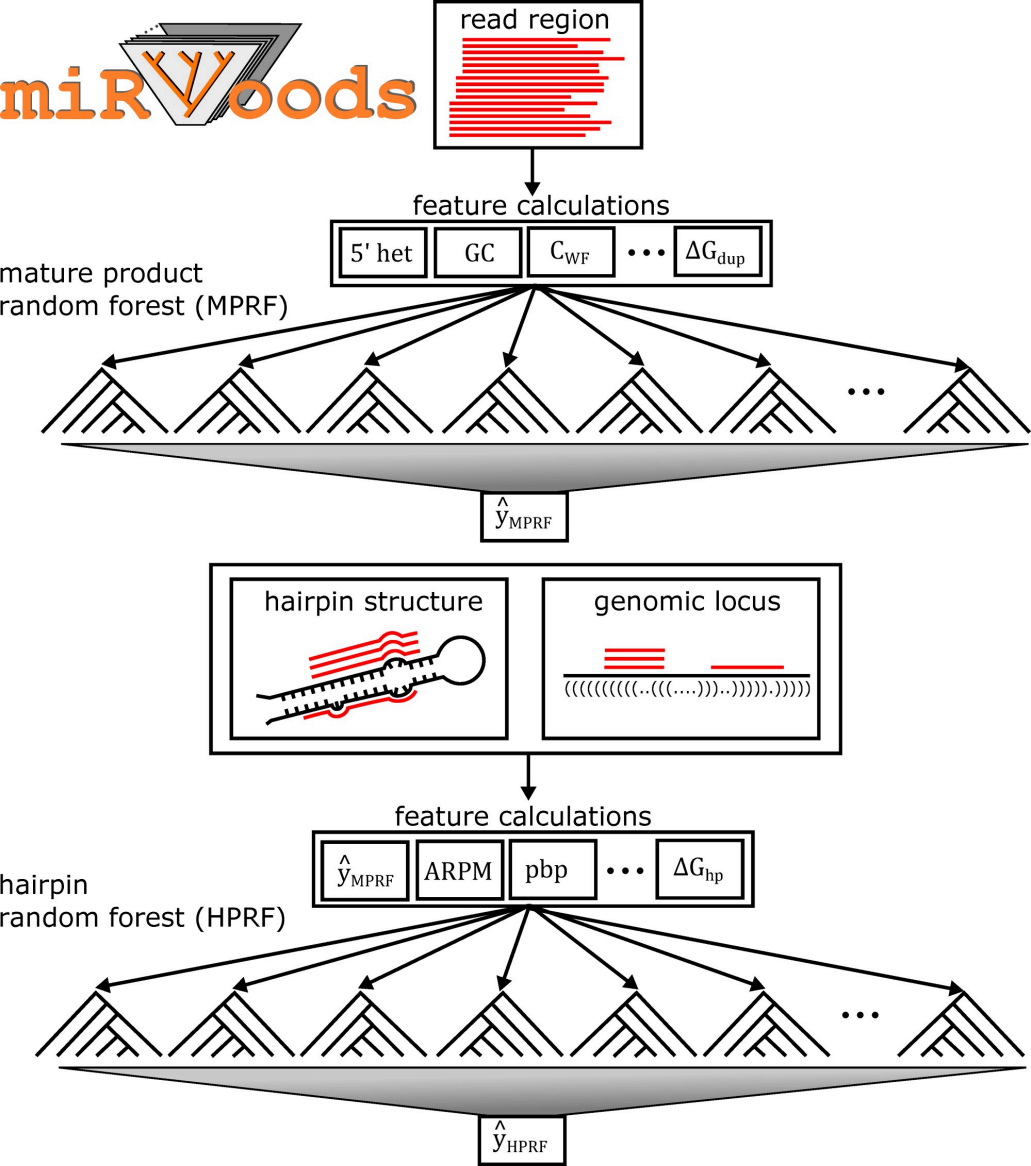
Outline of miRWoods Pipeline. After aligning to the genome, overlapping reads are grouped together to form read stacks. Read stacks are scored used Mature Product Random Forest (MPRF), to predict a set of putative mature microRNAs. Products which meet the minimum threshold score for the MPRF are combined with the surrounding region to form hairpins and each hairpin is folded. Hairpins are scored using the Hairpin Random Forest (HPRF) and a set of final predictions are generated which meet the minimum threshold for the HPRF score.

## Results

### Overview of strategy behind miRWoods

Because current approaches impose a threshold for the read abundance for a locus to be evaluated as a putative microRNA, many low-abundant miRs are missed. To avoid this, we have added a machine learning classifier to identify read stacks that are plausible mature microRNA loci, thereby enabling miRWoods to detect microRNAs with a single read. This RF evaluates read abundance-related features in the context of other features to classify plausible mature products (Table 1). To avoid the sensitive-dependence on precursor span for secondary structure prediction, we examine several putative precursors for each read stack, including one derived from the boundaries of the optimal duplex between the read stack and surrounding genomic region (duplex-focused spans) and those derived from the boundaries with other products (product-focused spans). Through extensive feature-engineering, we have added several novel features to help classify the microRNA precursors, which are listed in Table 2. Finally, we have tuned parameters of our model to optimize F-score, the harmonic mean of precision and recall, to result in improved performance that doesn’t sacrifice precision, and recalls 10% more annotated microRNAs on average.

**Table 1:** Features used in the mature products random forest (MRPF).

fivePrimeHet	5′-heterogeneity of product reads
medianLength	Median length of product reads
gcContent	GC content of product sequence
aa,ac,ag,at,ca,cc,cg,ct,ga,gc,gg,gt,ta,tc,tg,tt (16 features)	product dinucleotide frequencies
r7,r6,r5,r4,r3,r2,r1,s0,f1,f2,f3,f4,f5,f6,and f7 (15 features)	read abundance 7 nt downstrem to 7 nt upstream product start position
WFC	Wooton-Federhen Complexity of product sequence
Duplex Energy	Minimum free energy of product duplex with surrounding genomic region.

**Table 2:** Features used in the hairpin products random forest (MRPF).

Name	Description	Reference
mfe	minimum free energy of hairpin fold	14, 11*, 13*, 4, 10, 1, 12
pbp	frequency of paired bases of miR	11, 4*, 8
urf	fraction of unique reads to total adjusted reads for locus	34, 8
gcContent	GC content of locus sequence	11, 10
totalSenseRPM	Adjusted reads per million (ARPM) in the sense strand	12*, 4*
loopSize	length of the loop in nucleotides.	10, 12
maxBulge	longest bulge appearing in the region of the hairpin spanning the miR and miR*	10*, 12
tapd	total displacement of sense to anti-sense products	8
aapd	average displacement of sense to anti-sense products	8
ahc	average number of hits to the genome for the major product	8
afh	average 5’-heterogeneity of major product reads	8
sameShift	Amount of offset between products on the same arm	8
bothShift	maximum amount two products are offset on opposite arms	8
Dinucleotide frequencies (16 features)	precursor dinucleotide frequencies	12
maxInteriorLoop	Length of largest interior loop spanning the miR and miR*	12
intLoopSideDiff	Difference in length of of interior loop branches in miR/miR*	12
OPA	Frequency of the most abundant overlapping product	
Duplex Energy	Duplex energy of major product and surrounding region.	
foldDupCmp	Similarity between dotbracket sequences from RNAduplex and RNAfold	
dupPBP	base pairing density of region duplexing the major product	
dupLoopLength	Length of biggest bulge or interior loop in region duplexing the major product	
APV	The average variance of read counts for distinct reads for all products	
wAPV	The average variance of read counts for distinct reads weighted across products	
ARV	The average variance of start positions for reads on each product	
wARV	The average variance of start positions for reads weighted by product size	
mpLoopDistance	distance of the miR from the loop	
dupLoopDistance	distance of the miR* from the loop	
totalOverlap	The sum of the amounts of overlap between each pair of overlapping reads.	
totalRelativeOverlapAmount	sum of each overlap multiplied by the abundance ratio of the smaller to larger product	
averageOverlapAmount	sum of each overlapping product multiplied by the frequency of reads of the smaller product within the hairpin	
innerLoopGapCount	number of times 3 or more unbound nucleotides appears in the loop region	
totalAntisenseRPM	Adjusted reads per million (ARPM) in the anti-sense strand	
maxUnboundOverhang	The largest length of unpaired nucleotides on either side of the miR	
numOffshoots	number of additional hairpins formed on or across from the miR or miR*	
dupSize	The size of the region duplexed by the miR product	
neighborCount	The number of regions of contiguous read loci within 1000 nucleotides of the precursor	
RFProductAvg	Decision value returned by the random forest in the product phase	
Product counts (8 features)	The fraction of the product relative to the total for the hairpin	
Product overlaps (11 features)	Overlaping lengths for individual products within the locus (e.g. “miRmoR5pOverlap” the overlap between miR and moR on 5′ arm).	

*References with an asterisk use a variant of the described feature.

### Stacked random forest approach

As with other microRNA discovery tools, miRWoods begins by analyzing genomic loci where small RNA reads mapped. A distinguishing feature of miRWoods is the use of an additional RF layer (the MRPF) to classify reads stacks as plausible mature microRNAs rather than rely only on the number of reads mapping to that genomic locus. The features used in the MRPF are summarized in Table 1. The MRPF also leverages basic sequence features previously shown to be effective in detecting precursors such as GC-content and dinucleotide frequencies [10–14]. In addition, we introduce some novel features such as the duplex energy between the read stack’s most frequent read sequence and the surrounding genomic locus. This quantity is distinct from miR:miR* duplex energy because the input is a read stack, and miR/miR* designations have not been assigned at this point. Also included are the observed frequencies of 5′ read ends relative to the most abundant position.

The HRPF also uses several novel features, summarized in Table 2. Novel features include 11 “overlap” features, correpsonding to the degree of overlap between different identified products (e.g. 5’ moR, 5’ miR, loop, 3’ miR). We also introduced several features describing destabilizing structures, such as bulges and loops, and several features describing the regions duplexed with the most abundant product. We also analyzed what features were most important for miRWoods, and summarized feature importance in S1 Fig. We found that the frequency of reads in the start position of the read stack and the duplex energy to be highest in importance for the MPRF (S1A Fig). We found that the decision value from the MPRF, the reads per million in the sense and anti-sense strands, the product base pairing, and the duplex energy to be the most important features for the HPRF (S1B Fig). Because the value of some features showed correlation, we also examined feature importance for RFs trained with correlated features removed. We identified features with an R^2 greater than or equal to 0.5 (S1 Table), and removed the feature with the highest importance for each correlated pair. We did see an increase in feature importance for some features in the HRPF, such as totalSenseRPM, dupLoopDistance, ARV, wARV, dupPBP, and afh (S2 Fig). We also examined the change in importance when correlated features are removed (S3A and S3B Fig). In some cases, features gained the importance after removal of their correlated partner. Other cases, such as “dupLoopDistance” and “dupPBP” showed a substantial increase in importance despite not having correlated features removed. We do not observe a significant decrease or consistent change in performance with the most correlated features removed (S3C Fig).

We examined the role of read-abundance on the performance of miRWoods. The histograms of true positive predictions from miRWoods, miRDeep2, and miREAP demonstrate that miRWoods correctly identifies more single-read miRs (S4A–S4F Fig). We observed that consistently in both predictions trained and tested in human (same-species) and trained on human, tested on mouse (cross-species), miRWoods consistently makes more valid positive predictions for loci supported by only one read (S4G Fig). While these predictions illustrate the power of miRWoods, in practice any single-read predictions are not proof and would require further validation. We analyzed effect of removing read-abundance-related features and found that while performance does reduce with the removal of these features (S4H Fig), the overall greater performance on low-abundance loci demonstrates that these features do not impair performance.

### Accurate mapping of hairpin precursor span

Proper identification of hairpin precursor span is critical for microRNA prediction, because methods typically rely on secondary structure prediction, which can significantly depend on the defined window. The labeling of 5′ vs 3′ products requires accurate identification of the hairpin precursor. We imposed stringent requirements for predictions for the hairpin span of a locus to be considered a true positive when compared to miRBase annotations. Predicted loci where the hairpin folded in the wrong direction and/or overlapped less than 50% of the annotation were counted as false predictions. To address these stringent criteria, we developed an approach that focuses on strong miR/miR* duplex energy, rather than secondary structure of the hairpin. While most approaches focus on the predicted structure in a region around the most abundant product (i.e. major product), our duplex-focused method selects the span of hairpin regions using the optimal duplex pairing with the most abundant product (Fig 2A). Alternatively, product-focused spans covering the major product and any product 4 nt or more away from the major product are also considered. Each of these options are considered as putative loci, and evaluated in subsequent steps. We found that miRWoods uses the duplex-focused span an average of 88.4% of the time in its final predictions for all human sets (S2 Table).

**Fig 2:**
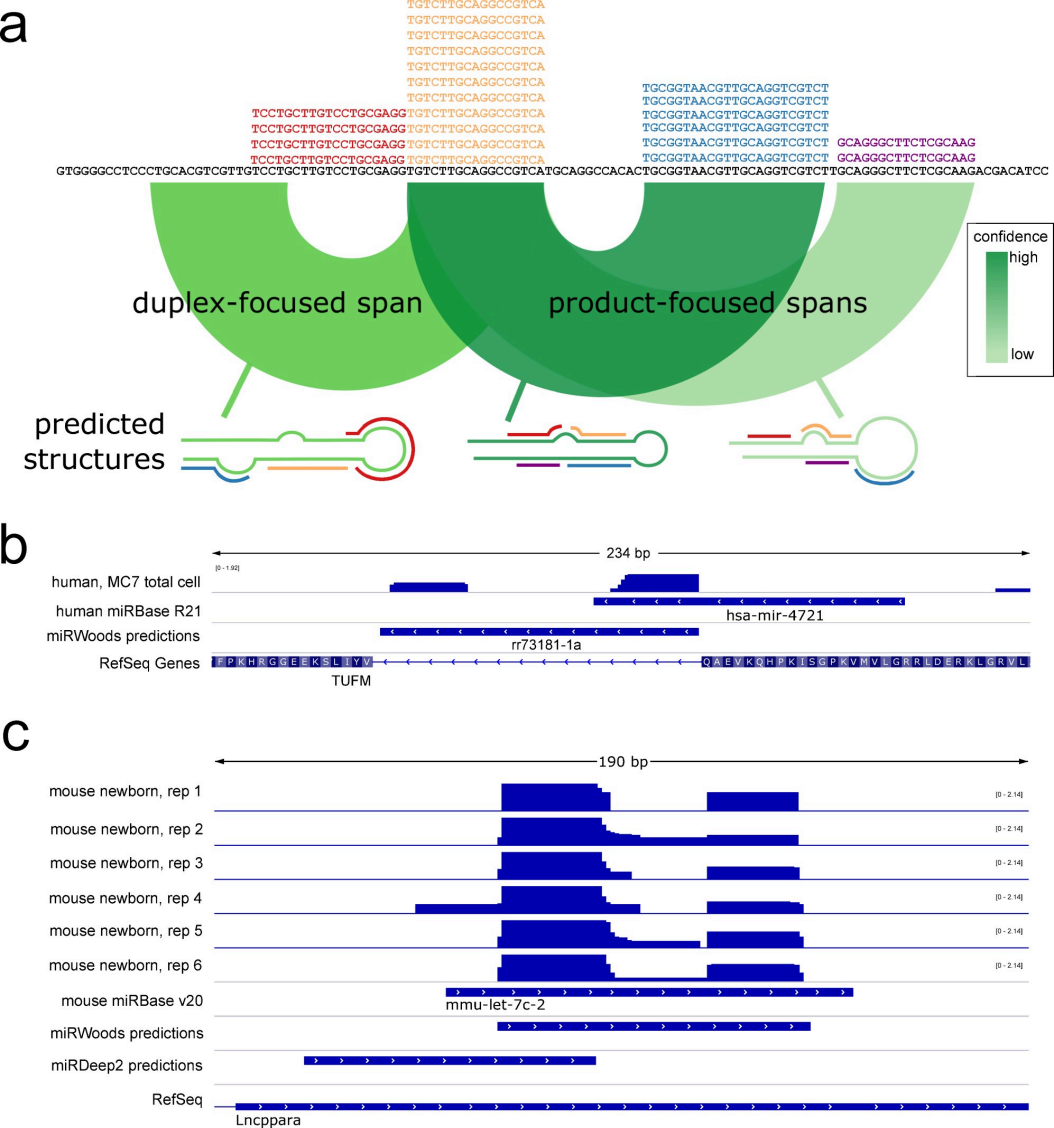
Improved hairpin precursor Span identification. **a** miRWoods generates several potential hairpin precursor spans from each product that passes through the MPRF. Duplex-focused spans take the region between the product and the optimal duplex and product-focused spans take the region between the product and other products greater than 4 nt away. Hairpins are selected based on HPRF score. **b** The miRBase annotation for hsa-mir-4721 crosses over an intron boundary. miRWoods corrects the annotation by recognizing a second read stack and produce precursor span that perfectly matches an intron, suggesting mir-4721 is a mirtron. **c** The miRWoods prediction for mmu-let-7c-2 in mouse is consistent with the miRBase annotation, while the best miRDeep2 prediction, albeit below the default signal-to-noise threshold, only partially overlap with the miRBase annotation.

The percentage of predictions that matched an annotation well enough to be considered a valid hairpin precursor was computed for miRWoods, miRDeep2 and miReap and summarized in Table 3. miRWoods predictions used the proper fold an average of 99.1% of the time for human samples and 99.9% of the time for mouse samples. miReap was able to predict the proper fold 98.2% of the time for human and 97.8% of the time for mouse. miRDeep2 was able to predict the proper fold 98.9% of the time for Human and 97.7% of the time for mouse. In some examples, miRWoods corrects errors in the miRBase annotations. In Fig 2B we show the current annotation for hsa-mir-4721. While miRWoods predicts a hairpin precursor that directly matches with intron splice junctions (a mirtron), the miRBase annotation only overlaps one mature product. Similarly, S5A Fig shows hsa-mir-6860, which miRWoods predicts to be a half-mirtron and the current miRBase annotation does not. In both cases the miRWoods predicted hairpin span lines up with the intron splice site, even though miRWoods does not use splice junction locations in its predictions, thereby providing independent support to the predictions. In other examples, such as mmu-let-7c-2, the miRDeep2 hairpin span is offset, assigning the 5′ product as the 3′ product (Fig 2C). A similar scenario is observed for hsa-mir-431 (S5B Fig).

**Table 3:** Percentage of predicted hairpin spans matching miRBase annotation. The method with the highest percent for a particular sample are presented in bold.

	miRWoods		miRDeep2		miReap	
library	total	percent (%)	total	percent (%)	total	percent (%)
human MCF-7 (total cell)	450	**98.901**	318	98.452	430	98.398
humam MCF-7 (cytoplasm)	452	98.69	314	**99.054**	428	97.717
human liver	385	**99.483**	318	99.375	413	98.804
human cell lines	736	**99.325**	532	98.519	228	97.854
mouse brain	405	**100**	330	98.214	370	98.143
mouse embryo	486	**99.59**	412	98.329	398	97.073
mouse newborn	419	**99.762**	335	97.384	179	97.283
mouse ovary	282	**100**	243	97.2	237	98.75
mouse testes	293	**100**	269	97.464	260	97.744

### Evaluation of prediction performance

A summary of all small RNA deep sequencing data sets is provided in S3 Table. The repertoire of expressed microRNAs can vary considerably between tissue types in the same organism; therefore, we tested miRWoods against different cell types and conditions. We tested miRWoods on 9 samples from 4 small RNA sequencing experiments and provide performance metrics compared to other methods in Table 4. We compared the performance of miRWoods, miRDeep2, and miReap on several small RNA data sets from human and mouse downloaded from GEO [15]. In each evaluation, the same RF models trained on human data were tested on small RNA data collected from different tissues including human MCF-7 total cell content (GSE31069), MCF-7 cytoplasmic fractions (GSE31069), human cancer cell lines (GSE16579), human normal liver (GSE21279), as well as cross-species tests on mouse brain, embryo, testes, ovary, and whole newborns (GSE20384). Because microRNA expression can vary from tissue to tissue, all programs were evaluated against the expressed miRs for that data set with at least one read aligned. miRWoods recalled on average 10% more annotated miRs, and obtained greater F-scores except in the case of mouse embryo where the F-sore was 0.312 for miRWoods compared to 0.313 for miRDeep2. Higher F-scores were obtained for all sets when miRWoods was compared with miREAP.

**Table 4:** Comparison of performance of miRWoods compared to miRDeep2 and miReap. The method associated with the highest F-score for a particular sample are presented in bold.

	miRWoods			miRDeep2			miReap		
library	precision	recall	F-score	precision	recall	F-score	precision	recall	F-score
human MCF-7 (total cell)	0.727	0.501	**0.296**	0.839	0.354	0.249	0.42	0.478	0.223
human MCF-7 (cytoplasm)	0.7	0.511	**0.295**	0.86	0.355	0.251	0.476	0.484	0.24
human liver	0.871	0.447	**0.295**	0.898	0.369	0.262	0.446	0.48	0.231
human cell lines	0.627	0.586	**0.303**	0.834	0.424	0.281	0.264	0.182	0.108
mouse brain	0.849	0.569	**0.341**	0.951	0.463	0.312	0.397	0.52	0.225
mouse embryo	0.694	0.567	0.312	0.898	0.481	**0.313**	0.205	0.464	0.142
mouse newborn	0.836	0.559	**0.335**	0.931	0.447	0.302	0.312	0.239	0.135
mouse ovary	0.953	0.603	**0.369**	0.96	0.519	0.337	0.798	0.506	0.31
mouse testes	0.91	0.579	**0.354**	0.944	0.532	0.34	0.324	0.514	0.199

For a detailed summary of all microRNAs evaluated, both novel and annotated, along with expression levels across all samples, see S4 Table. Remarkably, miRWoods performed better on cross-species tests on mouse data compared to tests on human data (S6 Fig), providing justification for its application to other mammalian genomes when trained on human. Typically, miRWoods has a greater number of false positives and fewer false negatives than miRDeep2 when compared to miRBase annotations (Fig 3A).

**Fig 3:**
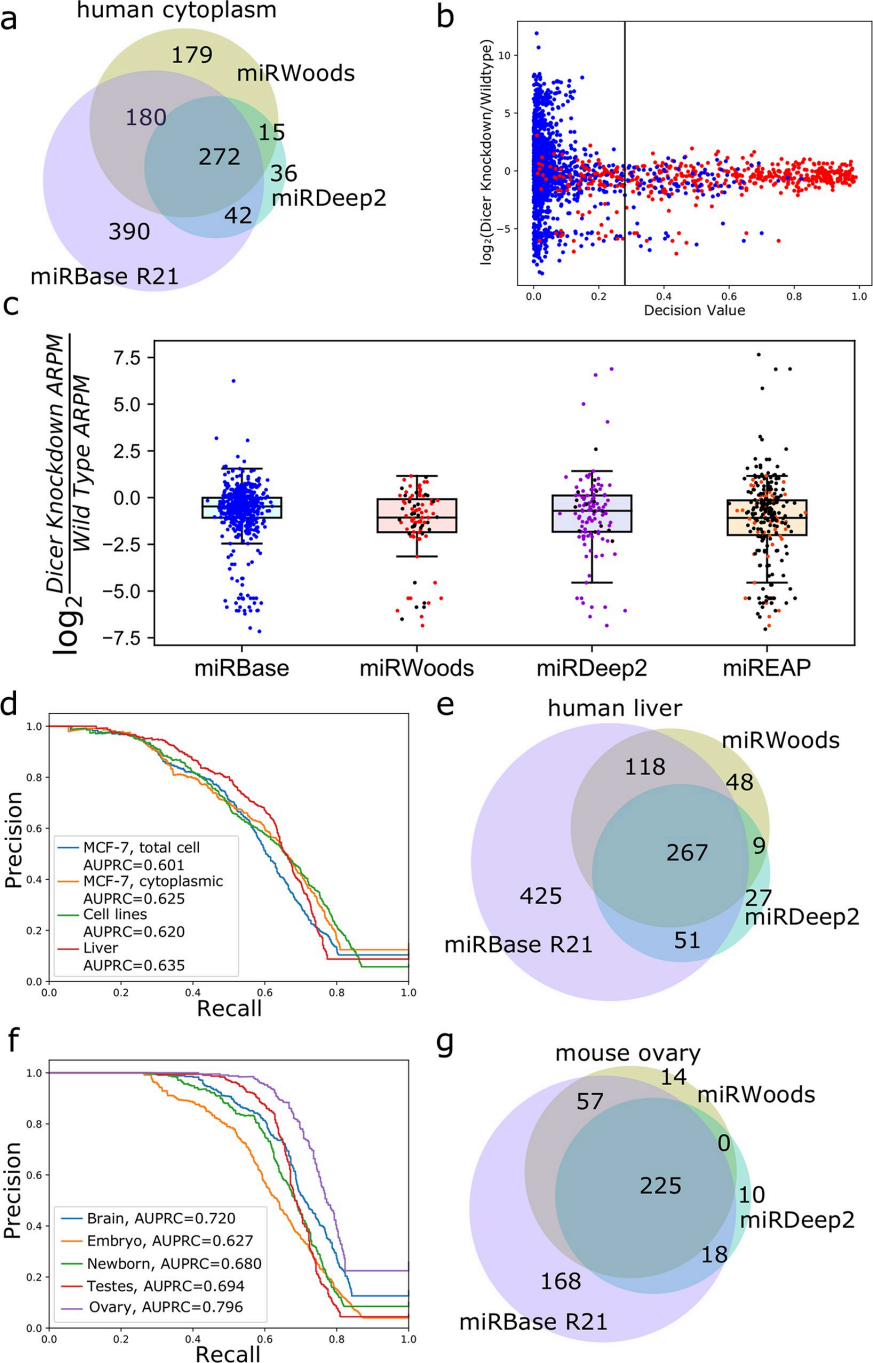
Evaluation of miRWoods performance. **a** Euler diagrams comparing predictions from miRWoods and miRDeep with annotations from miRBase for human MCF-7 cytoplasmic extract **b** A scatterplot comparing the miRWoods decision value to the log fold change in Dicer knockdown cells compared to wild-type cells. **c** Scatter-boxplot comparing the log fold change for Dicer knockout to wild type for unprocessed read regions, miRBase annotations, and predictions from miRWoods, miRDeep, and miReap for MCF-7 (cytoplasmic fraction). Black dots indicate predictions that are unique to this method. **d** Precision-recall (PR) Curve and AUPRC of miRWoods predictions for human including MCF-7 (total cell content), MCF-7 (cytoplasmic fraction), cell lines, and liver. **e** Euler Diagrams comparing predictions from miRWoods and miRDeep with annotations from miRBase for human liver. **f** Precision Recall Curve and AUPRC of miRWoods predictions for mouse tissues including brain, embryo, newborn, testes, and ovaries sets. **g** Euler Diagrams comparing predictions from miRWoods and miRDeep2 with annotations from miRBase for mouse ovary.

We tuned thresholds for expression level, proportion of negative samples, and decision values threshold on a separate dataset from what RFs were trained on (see Methods, S7 Fig). A summary of the data sets and values resulting from the tuning experiment is provided in S5 Table.

The decision value threshold that has been tuned to optimize the F-score for the identification of valid loci correlates well with decreased expression in Dicer knockdown MCF-7 cells (Fig 3B, S8A and S8B Fig). On average, the novel predictions of miRWoods show a greater decrease in the cytoplasm of Dicer knockdowns compared to novel predictions from miRDeep2 and miREAP (Fig 3C) and on par in total cell content (S8B Fig). We calculated p-values for each of these comparisons using two-sample t-tests and found that novel predictions in cytoplasm from miRWoods and miREAP had a significant reduction in Dicer-knockdown expression compared to miRBase. Novel predictions in total cell content for all programs showed a significant reduction in Dicer-knockdown expression compared to miRBase (S6 Table). Similarly, empirical cumulative distribution functions (ECDFs) of the fold change in Dicer knockdowns compared to wild type show a greater proportion of novel predictions highly depleted in Dicer knockdowns (S8C and S8D Fig). Examples of novel predictions found to be reduced in expression in Dicer mutants include hsa-Novel35, hsa-Novel28, hsa-Novel23, hsa-Novel65, has-Novel92, and hsa-Novel99 (S9 Fig).

One advantage of miRWoods over the other methods is that it prints a score for each genomic locus evaluated, whether or not it is predicted to be a microRNA. Therefore, the output is amenable to creating precision-recall (PR) curves [16], such as Fig 3D and 3F. The area under the PR curve (AURPC) evaluates the performance of the prediction, and has the advantage over Receiver Operator Characteristic (ROC) curves [17] of not being overwhelmed by the large number of true negatives associated with genome-wide microRNA prediction. We present PR curves for predictions in mouse, with an average AUPRC of 70.3. Comparisons with miRDeep2 show that miRWoods has greater false positives, but fewer false negatives (Table 4, Fig 3E–3G, S10 Fig). Comparisons with miREAP show that miRWoods has a lower false positive rate, and a higher F-score on average (Table 4, S11 Fig). Overall, miRWoods shows equal or greater F-score than both miRDeep2 and miReap for all data sets (Table 4).

Many of the “false positive” microRNA predictions are actually novel predictions of valid miRs. Despite how complete the human microRNA annotation is, we were able to identify 682 potential novel loci in the human data sets. We found that many of our novel predictions, despite not being annotated, had homology to known miRs in other species. In some cases, miRWoods identified more instances of known miR families. For example, there are 72 known precursors from the mir-548 family in the human genome annotated by miRBase. miRWoods was able to identify an additional 34 novel members of the mir-548 family (S12 Fig), suggesting this family could be larger than previously thought.

### Novel microRNA predictions in the feline genome

We next sought to predict microRNA loci in species with limited microRNA annotations, including the feline and bovine genomes. 

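Small RNA from feline skin and muscle was sequenced in 4 libraries, 2 of skin and 2 of muscle, taken from 3 cats. One cat gave both tissues, another gave skin alone and the remaining cat gave muscle alone. The paper's Table S3 lists 19057285 and 176763 reads for the skin libraries and 13624889 and 4105100 reads for the muscle libraries, 36964037 in all. Its counts were taken as reads per library, since the paper's text does not define them further. The authors trimmed adaptors with cutadapt, aligned the reads with Bowtie under a limit on the number of genome positions a read may match, and ran miRWoods on the combined libraries. The program scores read stacks as mature products with a random forest, combines those that pass with the surrounding genomic region into candidate hairpins and scores these with another. The deposited set gives the sequence, start, end, strand and name of each predicted precursor and of each mature product (5p or 3p, the arm of the hairpin it comes from). Its score field is blank for every locus, and it holds no read numbers, so loci could be counted, placed and compared by name, arm and length, but not by expression or by tissue. There is 1 call set for the species and no replicate call set. Percentages are given with 95% exact (Clopper-Pearson) intervals, which cover counting error only. The genome build is not given in the sources used here. Positions are those of the deposited set, and feline sequences are called by chromosome letter where the loci or the paper give one, otherwise by sequence name.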

We ran miRWoods on small RNA samples isolated from muscle and skin tissue for 3 different cats. Currently, there are two studies of feline microRNAs that we are aware of. In one study, Sun *et al*. did an analysis with miREAP in the context of the mink enteritis virus (MEV) [18]. 

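Family names tie most of the feline loci to microRNAs known in other mammals. Of the predicted loci, 298 had a name with a family number (60.2%, interval 55.7 to 64.5%). These were 203 loci with a plain family name, 90 named as further members of a known family and 5 named as antisense to a known microRNA. A further 187 loci (37.8%, interval 33.5 to 42.2%) had a number of their own and no family, and 10 were named after a chromosomal position. The 90 further members fell into 71 families, of which 62 had 1 such locus. The family with the highest number was mir-378, with 5 loci beside 1 with a plain name. The let-7 family, whose members regulate differentiation, had 4 beside 7, and mir-30 had 4 beside 3. The mir-19, mir-29 and mir-9 families had 3 each, and for mir-9, a microRNA of neural tissue, no feline locus had a plain name. The loci lay on 28 sequences and gave 820 mature products, 387 from the 5p arm and 433 from the 3p arm. Both arms gave a product at 325 loci and a single arm did at 170. Precursors were 42 to 121 nt long with a median of 65 nt, and 97.1% of the products were 20 to 24 nt long.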

In a more recent study, Laganà *et al*. identified feline microRNAs with miRDeep2 in a multi-tissue cohort [19]. miRWoods identified 495 microRNA loci, with 293 of them having significant homology to microRNA precursors from miRBase. 

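In the deposited feline set, 213 loci (43.0%, interval 38.6 to 47.5%) had a plain name, with or without a family number. Among them were fca-mir-1-1, a microRNA of striated muscle, and fca-mir-205, a microRNA of epithelia. The first lies on chromosome A3 from 1486866 to 1486967 on the minus strand and the other lies on NC_018739.2 from 34029457 to 34029519 on the minus strand. Both had products from both arms, and the 3p product of fca-mir-1-1 and the 5p product of fca-mir-205 were each 22 nt long. The full prediction sets of the 2 earlier feline studies were not used here, so their overlaps were not recomputed. Of those predictions, only the precursors that Table S7 lists in clusters entered. The paper sets its loci against those studies and counts the remaining ones as newly discovered.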

Among the miRWoods predictions, 198 overlapped with the microRNA found in Sun *et al*., and 213 overlapped with microRNAs found in Laganà *et al*., and 215 were newly discovered (Fig 4A).

**Fig 4:**
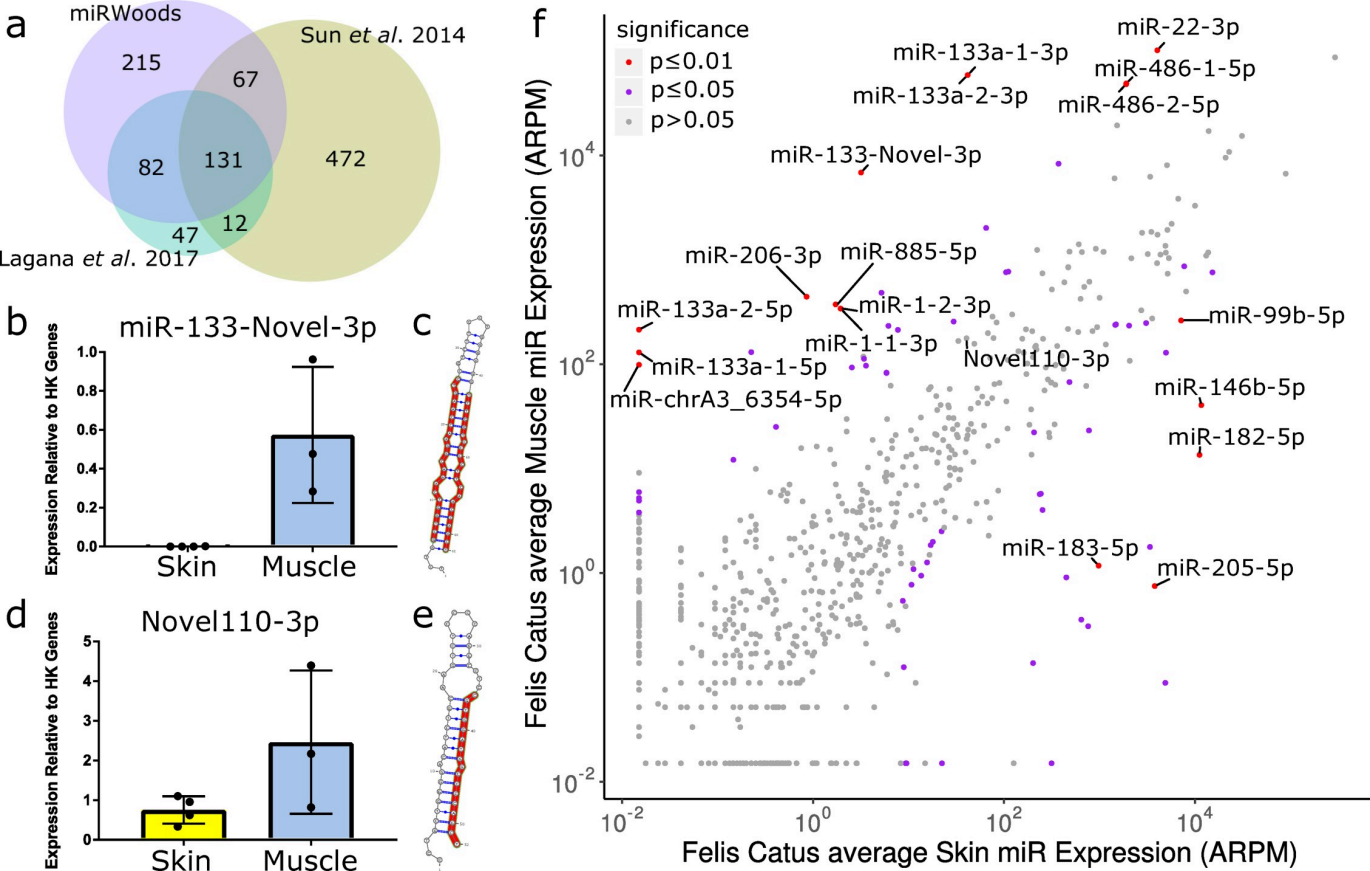
miRWoods predictions in the feline genome. **a** Euler diagram of the predictions from miRWoods with predictions from Sun *et al*. (2014) and Lagana *et al*. (2017). **b** The expression in skin and muscle for miR-133-Novel-3p **c** Hairpin for mir-133-Novel precursor. **d** The expression in skin and muscle for Novel110-3p. **e** Hairpin for Novel110 precursor. **f** Scatterplot of average muscle expression vs average skin expression for each mature microRNA.

Expression of three novel microRNAs in feline skin and muscle were examined by qPCR and normalized expression relative to 2 control miRs with low variability across our tissue samples, miR-25 and miR-191 (Fig 4B and 4D, S13 Fig). These examples included a novel member of the miR-133 family, with enriched expression in muscle that was validated by qPCR (Fig 4B) and a predicted structure that strongly matches expectations for microRNAs (Fig 4C). 

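The mir-133 locus without an earlier annotation lies on chromosome B2 from 50163970 to 50164032 on the plus strand. Its 63 nt precursor gave a 5p product of 22 nt and a 3p product of 21 nt. It lies 4377 nt from fca-mir-206, and mir-133 and mir-206 are both microRNAs of muscle. The bovine set had the same pair of families side by side, with bta-mir-133b on chromosome 23 from 24312336 to 24312398, 4219 nt from bta-mir-206. The feline mir-133 loci with a plain name sit beside mir-1, another microRNA of muscle. These are fca-mir-133a-1 on chromosome A3, 9435 nt from fca-mir-1-1, and fca-mir-133a-2 on NC_018734.2, 2989 nt from fca-mir-1-2. A further locus, fca-mir-133-Novel2 on NC_018734.2 from 93779785 to 93779858, had a product from the 5p arm alone and its nearest predicted neighbour was 294286 nt away. Over the 6 muscle families (mir-1, mir-133, mir-206, mir-208, mir-486 and mir-499), the feline set had 11 loci, 9 with a plain name and 2 further members, both of mir-133.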

We also identified a novel miR with no homology to known miRs, with a statistically significant tissue-specific enrichment based on a voom analysis [20], including some more abundant in muscle (Fig 4B–4E). In addition, we validated two predicted miRs previously described by Laganà *et al* that we determined to be significantly differentially expressed. 

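The locus fca-Novel110 lies on NC_018723.2 from 176354493 to 176354545 on the minus strand. Its precursor of 53 nt gave 1 mature product, a 3p product of 17 nt from 176354494 to 176354510. The nearest predicted locus, fca-mir-1271, was 1831788 nt away, so it belonged to no cluster.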

As predicted, fca-mir-1-1 was more abundant in muscle whereas fca-mir-205 was abundant in skin (S13 Fig). Overall, our analysis of the expression of our predicted microRNAs identified 71 differentially expressed miRs using a voom FDR of 0.05, with 33 enriched in muscle, and 38 enriched in skin tissue.

Several known and novel let-7 family precursors were found within clusters including multiple let-7 miRs. For example, we found a cluster on chromosome D4 containing fca-let-7f and two novel let-7 miRs denoted fca-let-7-Novel2 and fca-let-7-Novel3 (Fig 5A). 

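The feline set held 12 loci of let-7 and its close relative mir-98, 8 with a plain name and 4 further let-7 members, on 7 sequences. Of these, 10 lay in 6 clusters, and 3 of those clusters held at least 2 let-7 or mir-98 loci. On NC_018729.2, fca-let-7a-1 (138700796 to 138700867) and fca-let-7-Novel4 (138701699 to 138701778) were separated by 831 nt. On the X chromosome, fca-miR-98 (46078565 to 46078647) lay 1269 nt from a further let-7 member (46079917 to 46079991). Elsewhere let-7 stood beside mir-99, mir-100 or mir-125. On chromosome C2, fca-let-7c was 667 nt from fca-mir-99a, and on NC_018732.2 fca-let-7a-2 was 5721 nt from fca-mir-100. On chromosome E2, fca-let-7e was 113 nt from fca-mir-99b, with a mir-125 member as the other neighbour. The loci outside clusters were fca-let-7g and fca-let-7i. All 12 feline loci had products from both arms, with the 5p product listed first. The bovine set also had 12 such loci, all with an annotated name, of which 10 lay in 6 clusters.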

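The D4 loci lie on the plus strand in the order fca-let-7-Novel2 from 1785089 to 1785164, fca-let-7f from 1785478 to 1785558 and fca-let-7-Novel3 from 1787377 to 1787456. The gaps were 313 nt and 1818 nt. Each hairpin gave a 22 nt 5p product, at 1785090 to 1785111, 1785479 to 1785500 and 1787378 to 1787399. The 3p products were 21, 21 and 22 nt long. The bovine set had a similar group on the plus strand of chromosome 8, where all the loci carry annotated names. There bta-let-7a-1 (86884876 to 86884951), bta-let-7f-1 (86885230 to 86885310) and bta-let-7d (86887437 to 86887516) followed each other at gaps of 278 and 2126 nt. Precursor lengths matched in order, with 76, 81 and 80 nt in both species.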

The predicted novel miRs (Fig 5B and 5C) have predicted secondary structures with similar bulges and/or internal loops observed in other let-7 family members including fca-let7f (Fig 5D). A phylogenetic tree of known and novel let-7 miRs shows comparable sequence similarity, although not necessarily correlated with proximity of the genomic loci (Fig 5E).

**Fig 5:**
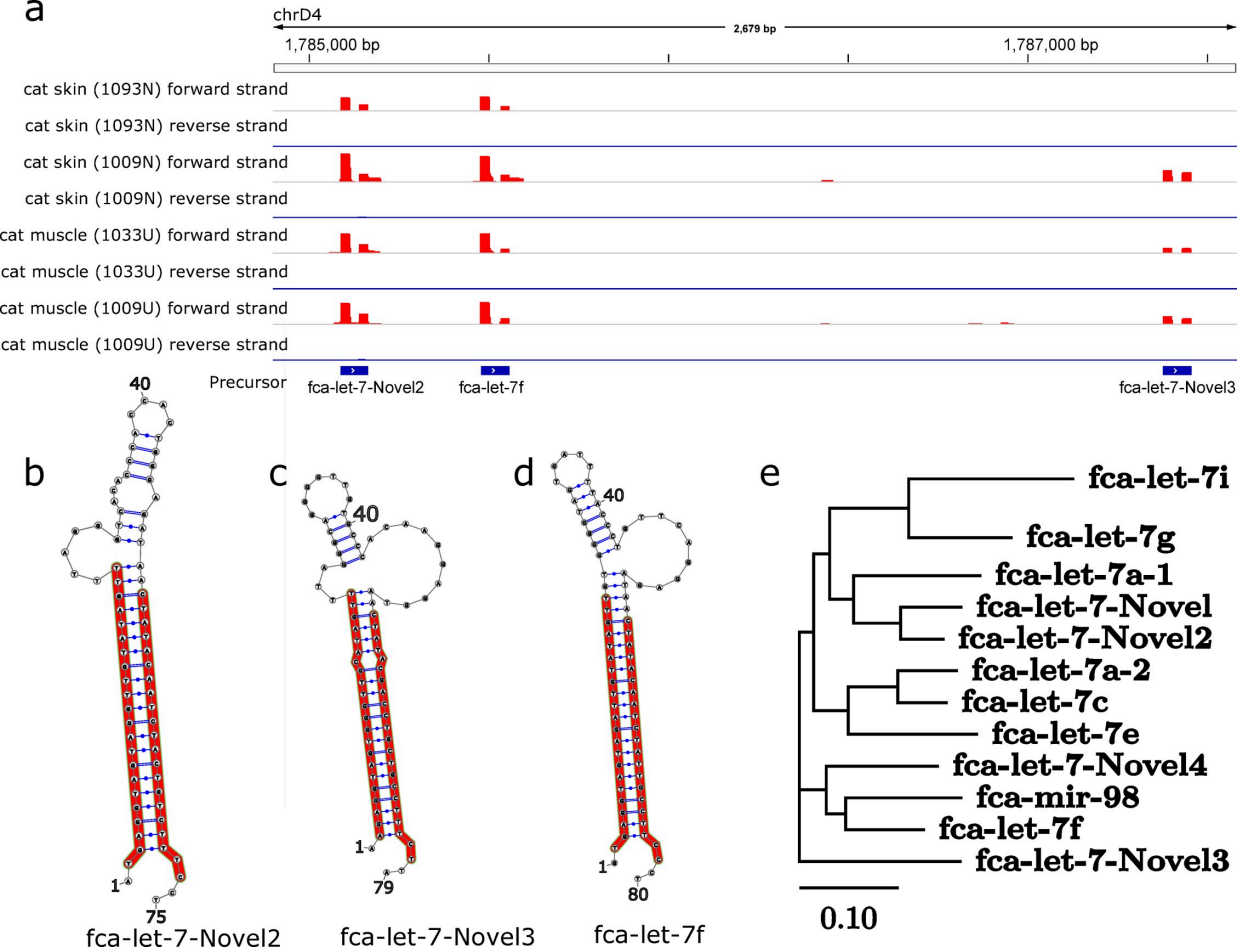
Novel let-7 microRNAs in the feline genome. **a** RNA-seq of cluster containing fca-let7-Novel2, fca-let7f, and fca-let7-Novel3 for each skin and muscle sample from *Felis catus*. **b** Hairpin structures for fca-let7-Novel2, **c** fca-let7-Novel3, and **d** fca-let7f. **e** Phylogenetic tree of let-7 miRs including those previously found by Lagana *et al*. (2017).

Feline microRNAs were found within 51 clusters, 28 overlapped with the 31 previously described [19]. In addition to the two previously-identified feline-specific precursors within cluster 14, miRWoods identified one additional feline-specific precursor tagged as fca-Novel45. 

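Grouping feline loci with a gap of at most 10 kb, on either strand, gave 57 clusters that held 165 loci. The largest had 22 loci on NC_018728.2 from 143465535 to 143507024, running from fca-mir-379 to fca-mir-410, microRNAs known from the imprinted DLK1-DIO3 region. The next had 7 loci on the X chromosome from 43276883 to 43288822, with fca-mir-532, fca-mir-188, fca-mir-362, fca-mir-660 and fca-mir-502 and 2 further members of the mir-500 family. A group of 6 on NC_018723.2 from 63885141 to 63885904 was the mir-17 to mir-92 group, which promotes cell proliferation. Another group of 6 lay on the X chromosome from 110313535 to 110319811 and held mir-450, mir-542, mir-503 and mir-424. With gaps of at most 5 kb, the group that holds fca-mir-379 had 5 loci and the group of fca-mir-532 had 2, and with 1 kb they had 1 and 2. In 11 of the 57 clusters the members were a pair of overlapping loci on opposite strands and nothing else. Of the loci with a family number, 146 of 298 lay in clusters (49.0%, interval 43.2 to 54.8%), against 19 of 187 without known homology (10.2%, interval 6.23 to 15.4%). On the same strand alone, or with opposite-strand pairs as 1 position (a setting chosen after the data were seen), the latter was 5 of 187 (2.67%). The difference at 10 kb on either strand gave p = 3.95e-20 (Fisher's exact test, two-sided, 9.21e-20 after Benjamini-Hochberg adjustment over 7 tests). Neighbouring loci can be processed from 1 transcript and are not independent, so this p describes the list.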

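The locus fca-Novel45 lies on the X chromosome from 119064829 to 119064893 on the minus strand and gave a 3p product of 21 nt. The precursors that Table S7 takes from the earlier study in cluster 14 were not predicted. They lie 6590 nt and 10324 nt from fca-Novel45. The nearest locus in the deposited set, fca-mir-506, was 931873 nt away.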

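On chromosome C1, fca-Novel10 lies from 12549978 to 12550042 and fca-Novel13 from 12553247 to 12553324, both on the plus strand, with 3204 nt between them. The first had a 5p product of 23 nt alone, while the other had products of 22 nt from each arm.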

Cluster 2 covers an intron within the ARHGEF10L gene and contains two more novel feline-specific miRs (fca-Novel10 and fca-Novel13.) Cluster 3 contains fca-mir-30c-1, and two novel mir-30 homologs antisense to one another within an intron on the NFYC gene (S7 Table)

### Novel microRNA predictions in the bovine genome

For the bovine genome, there are 811 known microRNA precursors producing 881 mature microRNA annotations, compared to 1187 precursors for mouse and 1881 for human, which generate 2045 and 2813 mature products, respectively.

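The bovine set was made from 10 small RNA libraries, 1 for each tissue, from 3 steers. Of these, 8 came from the same animal, and brain stem and corium feet came from another animal each. The tissues therefore have no replicate. The counts of the paper's Table S3 were again taken as reads per library. The table gives 61551559 for penis, 40939326 for submandibular lymph node, 34315152 for retina, 22991797 for optic nerve and 22687007 for brain stem. It gives 16464136 for corium feet, 15213441 for bone marrow, 9411014 for oral papillae, 9329819 for dental pulp and 2869861 for iris, 235773112 in all. This is 1 call set over the combined tissues, in the form of the feline set, with miRBase R21 names for annotated loci. A locus was taken as annotated where its name was a plain bovine name, as homologous where a known family name was followed by the mark for a new member, and as without known homology where it had a bare number. Names that begin with a mark for antisense, and names of a tRNA, were kept as classes of their own.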

We used miRWoods to predict bovine microRNA loci using small RNA-seq samples from 10 bovine tissues including corium from the hoof (corium feet), dental pulp, oral papillae, penis, retina, iris, optic nerve, brain stem, bone marrow, and submandibular lymph node. We selected tissues that were highly diverse and whose microRNA profiles had not been examined before. 

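The bovine loci lay on all 30 chromosomes named in the deposited set, 426 on the plus and 384 on the minus strand, and were most frequent on chromosome 21 (66 loci), the X chromosome (62), chromosome 19 (53), chromosome 7 (48) and chromosome 5 (43). On chromosome 21 and the X chromosome most loci were annotated (52 and 49), and these chromosomes carry the 3 largest clusters of the set. On chromosomes 19 and 7, 24 and 22 loci had no known homology. The loci gave 1397 mature products, 661 from the 5p arm and 736 from the 3p arm, with both arms at 587 loci and a single arm at 223. Precursor length was 41 to 146 nt with a median of 66 nt, and the median mature product had 22 nt.

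**Figure D1:**
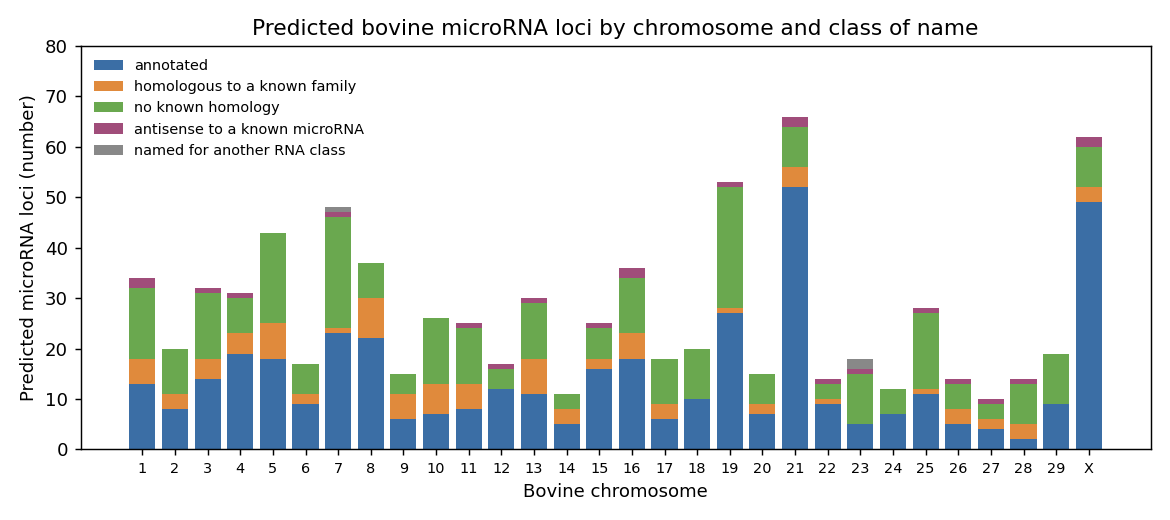
Number of predicted bovine microRNA loci (vertical axis) on each chromosome (horizontal axis), stacked by the class of the name. Chromosome 21 has 66 loci and the X chromosome has 62, most of them annotated.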

Our pipeline identified a set of 810 predicted microRNA loci. Among these, 409 were already in the miRBase R21 *Bos taurus* annotations, 91 had homology to microRNA annotations in cow and other species, and 310 were novel predictions with no known homology.

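By name, 412 of the 810 loci were annotated (50.9%, interval 47.4 to 54.4%), 90 were homologous to a known family (11.1%, interval 9.03 to 13.5%) and 283 had no known homology (34.9%, interval 31.7 to 38.3%). Another 22 loci were named as antisense to a known microRNA and 3 after a tRNA. Of 11 families of the nervous system all had a bovine locus, 21 loci in total, with mir-124 at 3 loci and mir-9 at 3 (2 annotated and 1 homologous). All 6 families of retina and sensory organs (mir-182, mir-183, mir-96, mir-204, mir-211 and mir-184) had 1 locus each. Of 8 families of blood and immune cells, 7 had a locus, 13 loci in total and 6 of them mir-181, while mir-451 had none. No locus was named mir-122, the main microRNA of liver. A family without a locus was not called, which does not show that it was not expressed.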

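Loci outside the annotated class numbered 398 (49.1%, interval 45.6 to 52.6%). Among the homologous ones, mir-2285 and mir-2284 took 45 and 23. The remaining 22 were spread over 21 families, with mir-6526 at 2 loci and the others at 1. Of the mir-6526 members, bta-mir-6526-Novel2 shares a cluster on the X chromosome (30303210 to 30319668) with annotated bta-mir-6526-2, bta-Novel331 and another homologous locus. The paper counts the loci that are absent from miRBase, with and without homology, as its new bovine microRNAs.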

Overall, miRWoods identified 401 novel bovine microRNAs. In addition, clustering of microRNA loci revealed 76 clusters, including 63 known and 13 novel clusters (S7 Table). 

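With gaps of at most 10 kb the bovine loci formed 77 clusters with 235 members. Of these clusters, 51 held at least 2 annotated loci, 18 held 1 and 8 held none, and 16 consisted of a single pair overlapping on opposite strands. The largest, on chromosome 21 from 67561883 to 67604754, had 38 loci from bta-mir-379 to bta-mir-656. It held 36 annotated loci, a mir-668 homolog and a locus antisense to bta-mir-299. A group of 7 upstream on chromosome 21 (67416617 to 67431509, bta-mir-493 to bta-mir-136) belongs to the same imprinted region in other mammals. A group of 8 on the X chromosome (92886518 to 92903870) ran from bta-mir-532 to bta-mir-502a-1. With gaps of at most 5 kb, bta-mir-379 stayed in a group of 38, bta-mir-532 was in a group of 2 and bta-mir-493 stood alone, and with 1 kb bta-mir-379 stood alone as well. Annotated loci lay in clusters more often than loci without known homology, 189 of 412 (45.9%, interval 41.0 to 50.8%) against 25 of 283 (8.83%, interval 5.80 to 12.8%). The latter was 14 (4.95%) on the same strand alone, 15 (5.30%) at 1 kb and 44 (15.5%) at 50 kb. The difference at 10 kb on either strand gave p = 9.24e-28 by Fisher's exact test, two-sided (adjusted p = 6.47e-27), with the same limit of neighbouring loci not being independent.

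**Figure D2:**
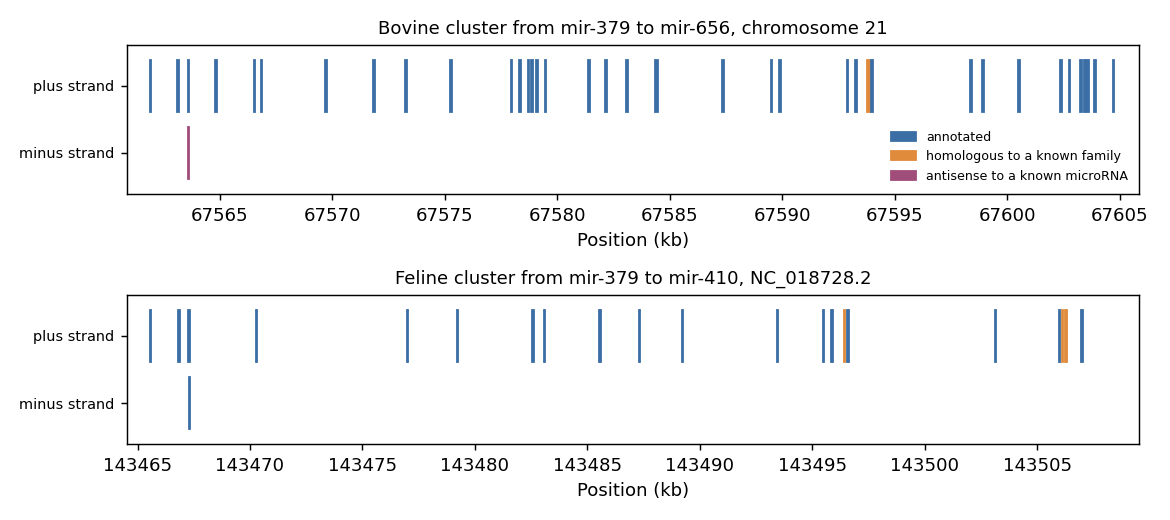
Maps of the largest bovine and feline clusters, each to scale over the same width, with position in kb on the horizontal axis and each predicted locus drawn as a box on its strand. The bovine map has 38 loci and the feline map 22, and in each 1 locus lies on the minus strand.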

Cluster 19 contained two bovine-specific half-mirtrons, (bta-Novel68 and bta-Novel71), within the *PLD2* gene. 

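Both loci lie on the minus strand of chromosome 19, bta-Novel71 from 27179631 to 27179691 and bta-Novel68 from 27179838 to 27179904, with 146 nt between them. The first gave a 3p product of 21 nt alone. The other gave a 22 nt 5p product (27179879 to 27179900) and a 23 nt 3p product (27179839 to 27179861). No annotated locus lies in their cluster.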

A bovine specific mirtron (bta-Novel210) and another half-mirtron (bta-Novel212) were found within the *MCAM* gene on cluster 53. 

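On the minus strand of chromosome 15, bta-Novel212 (30417550 to 30417618) and bta-Novel210 (30418488 to 30418554) were 869 nt apart. Each had a product from the 3p arm alone, of 21 nt and 22 nt. Their cluster held no other locus.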

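On the plus strand of chromosome 18, bta-mir-140 lies from 37088133 to 37088225 and bta-Novel208 from 37090778 to 37090842, 2552 nt downstream. Both had products from both arms. The 3p product of bta-mir-140, a microRNA of cartilage, was 22 nt and that of bta-Novel208 was 23 nt. In the RefSeq gene table of another assembly (ARS-UCD2.0), used for gene names and neighbours, MIR140 lies inside WWP2.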

Another bovine specific half-mirtron (bta-Novel208) was found on cluster 44 with bta-mir-140 on the *WWP2* gene.

Fig 6A shows an Euler diagram comparing miRBase annotations to miRWoods predictions for bovine samples. To test the validity of the novel predictions, we performed RT-qPCR on available samples, and normalized expression relative to 5 control miRs with low variability across our tissue samples. After normalization, expression levels for control miR-7 are compared with RT-qPCR (Fig 6B). Strong correspondence between small RNA-seq and RT-qPCR are observed for 2 of the tested microRNAs (Fig 6C and 6D), suggesting that the mature product was detectable with both methods in the tissue it was expressed. Expression was observed for all tested novel bovine miRs using RT-qPCR, validating the expression of these predicted mature products (Fig 6E).

**Fig 6:**
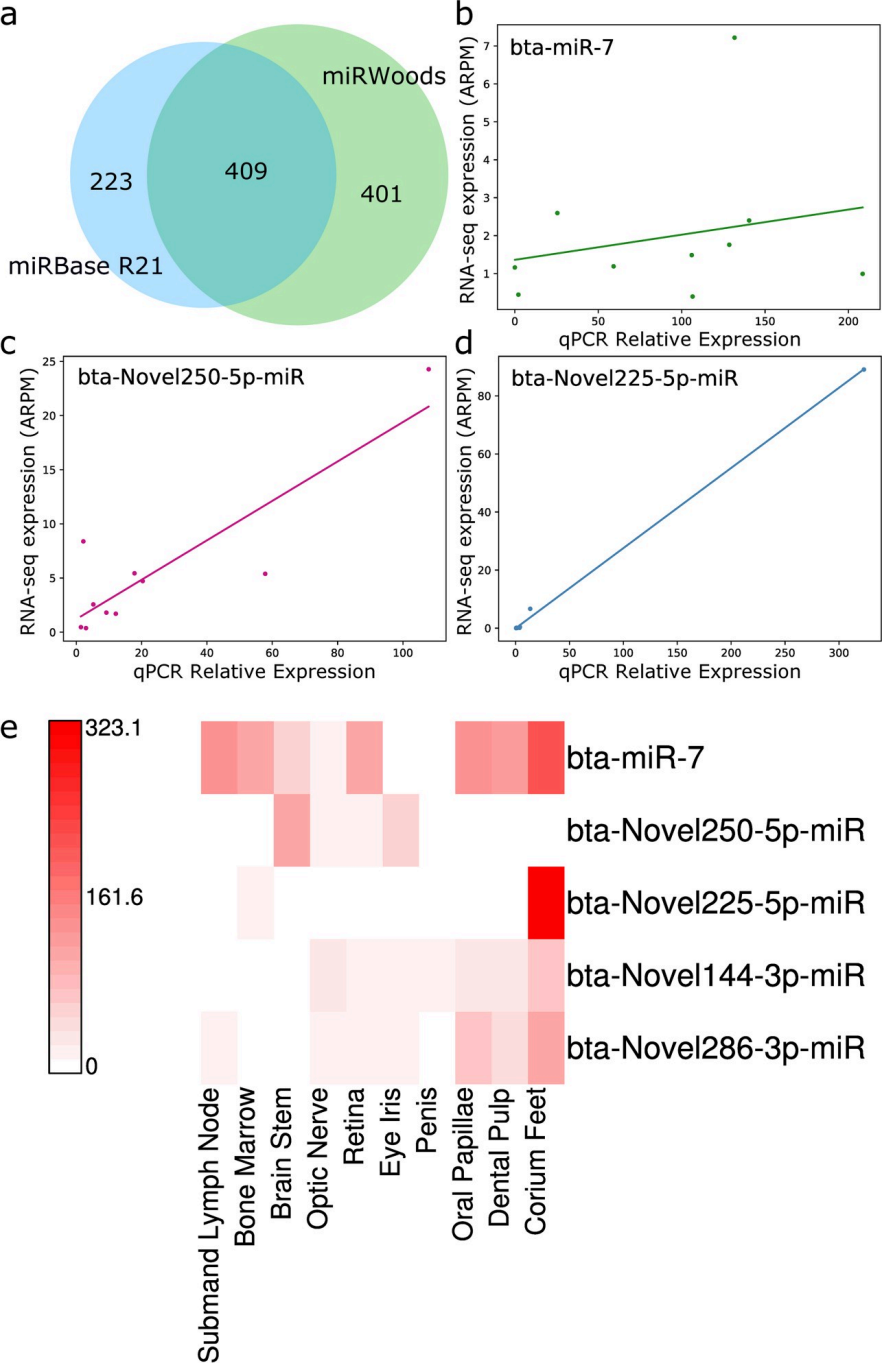
Novel microRNA predictions in the bovine genome. **a** Euler diagram comparing miRWoods predictions in the cow genome with miRBase annotations. **b** Scatterplot and best fit line comparing the normalized RT-qPCR expression and RNA-seq for the control miR bta-miR-7. **c** Scatterplot and best fit line comparing the normalized RT-qPCR expression and RNA-seq for a novel predicted miR with enriched expression in brain stem. **d** Scatterplot and best fit line comparing the normalized RT-qPCR expression and RNA-seq for a novel predicted miR with enriched expression in corium feet. **e** Heat map of RT-qPCR expression expression values over tissues examined.

### Novel Predictions in the Bovine miR-2284 Precursor Family

The miR-2284 family has previously been found to be expressed in tissues relevant to the immune system but gene targets are currently unknown [21]. 

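Among the bovine loci, 93 carried the name mir-2284 or mir-2285, which the paper treats as 1 family, of the annotated or the homologous class. The annotated loci were 25 (10 named mir-2284 and 15 named mir-2285) and the homologous loci 68 (23 and 45), so the family made up 75.6% of the 90 homologous bovine loci. A further 4 loci were named as antisense to a member. The 93 loci were spread over 28 chromosomes, with 10 on chromosome 8, 9 on chromosome 13 and 7 each on chromosomes 1 and 10. Of them, 4 (4.30%) lay in a cluster. No feline locus had either name. Members with near-identical sequence can share reads. By the paper's methods such a read counts in equal fractions at each genome position of its best alignments. A read that matches more than 10 positions is left out. The deposited set does not show which members share reads.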

Within the mir-2284 family, miRWoods predicted 29 known and 68 homologous precursors. Of the 68 homologous precursors, only 35 fit the criteria of having the same seed region as other miRs. Removing the seed requirement, 33 additional mir-2284 family precursors were identified. Unique reads were found in 51.5% of homologous precursors and 37.00% of already annotated precursors. Hierarchical clustering was performed on mir-2284 family microRNAs based on their normalized expression profiles and a heat map was generated (Fig 7A). Despite having a shared homology, expression of the microRNAs in the mir-2284 family are highly diverse in the tissues assayed, but show greatest expression in submandibular lymph node (SLN). Interestingly, this is consistent with prior studies of this family that observe greatest expression in bovine immune cells [22] given recent studies of the immunosuppressive properties of SLNs [23]. A phylogenetic tree was created to show all annotated and newly predicted miRs in the mir-2284 family (Fig 7B).

**Fig 7:**
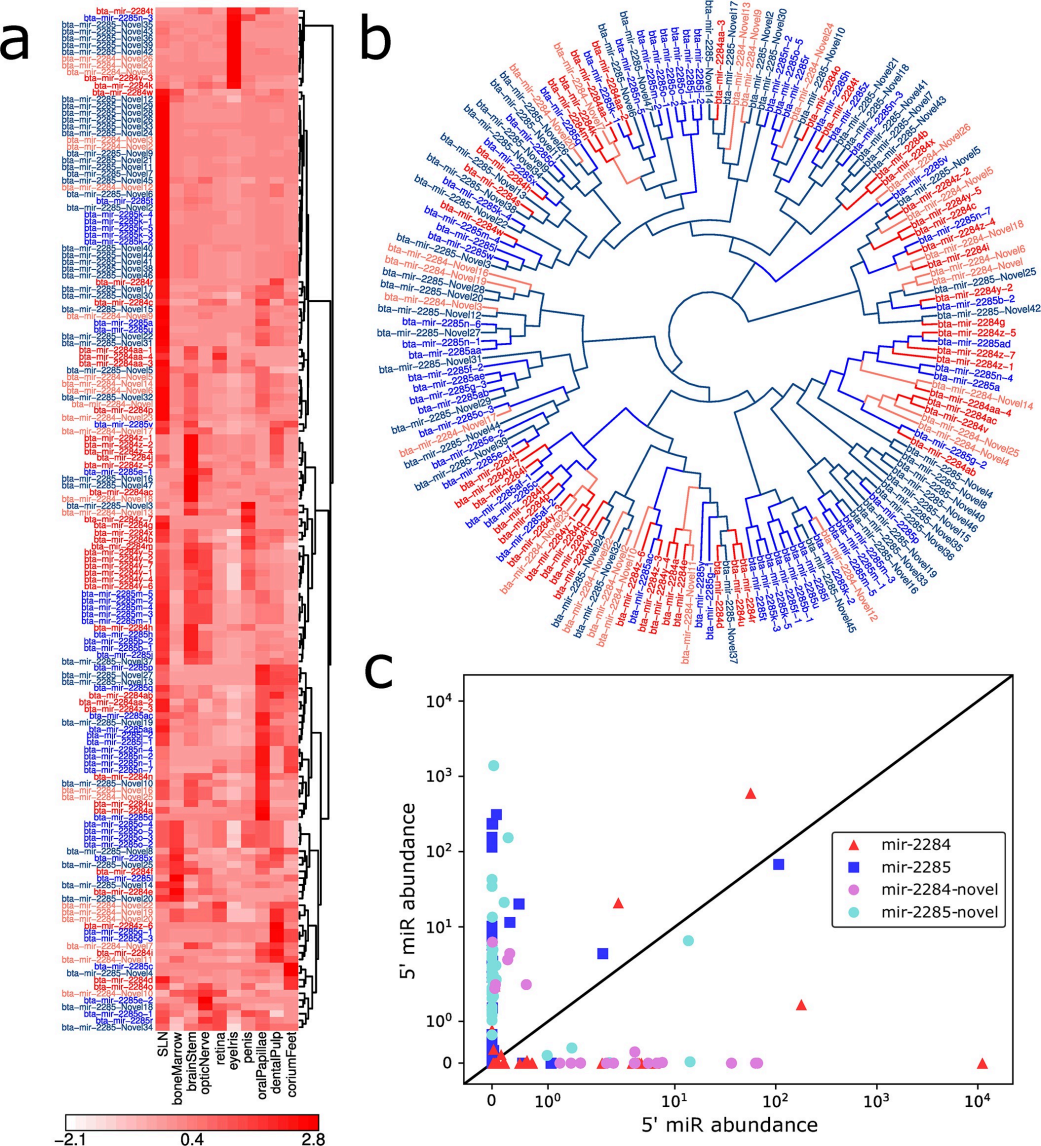
mir-2284/mir-2285 family miRs in *Bos taurus*. **a** A heat map for the expression of annotated and novel mir-2284/mir-2285 family miRs. **b** A phylogenetic tree for the bta-2284/bta-2285 family. Variants of bta-mir-2284 appear in red and variants of bta-mir-2285 appear in blue. Colors for novel predictions appear lighter than those for annotated predictions. **c** Abundance of miRs for the 5′ and 3′ sides of the mir-2284/mir-2285 family. The 5′ product tends to show greater expression in the mir-2284 family while the 3′ product shows greater expression in the mir-2285 family.

Read abundances showed a tendency for mir-2284 and mir-2285 precursors to favor a single (opposite) side of the precursor. 

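In the deposited set, mir-2284 loci gave more 5p products and mir-2285 loci more 3p products. Of 49 mature products of annotated and homologous mir-2284 loci, 32 were 5p (65.3%, interval 50.4 to 78.3%), against 22 of 82 for mir-2285 (26.8%, interval 17.6 to 37.8%). The difference gave p = 2.08e-05 (Fisher's exact test, two-sided, adjusted p = 2.91e-05). A locus with products from both arms counts with both, and such products are not independent. By the paper's methods, homology was called from mature products matched to known microRNAs, so the arm of a homologous locus is not independent of its name. For the annotated loci alone, 9 of 15 mir-2284 products and 8 of 23 mir-2285 products were 5p. The difference did not pass the test (p = 0.185, Fisher's exact test, two-sided). Of these loci, 5 named mir-2284 and 8 named mir-2285 had both arms. Each adds 1 product to each arm, which draws the shares together. The others gave a 5p product at 4 and a 3p product at 1 mir-2284 locus, against 0 and 7 for mir-2285. That split was not tested on its own, so the test does not show that annotated loci lack the difference.

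**Figure D3:**
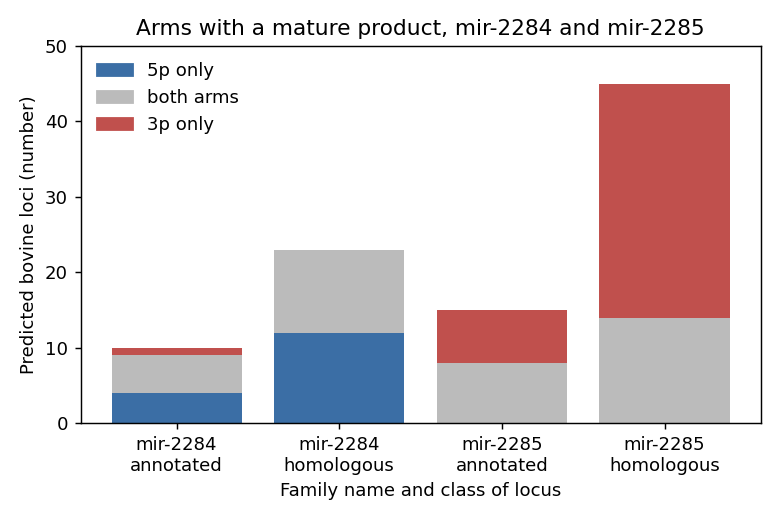
Number of predicted bovine loci (vertical axis) named mir-2284 or mir-2285, annotated or homologous (horizontal axis), stacked by the arms that have a mature product. No mir-2285 locus has a 5p product alone.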

The abundance of each microRNA for the mir-2284 and mir-2285 precursors within the mir-2284 precursor family was examined (Fig 7C) For annotated microRNA precursors, 82.05% of mir-2284 loci had the most abundant read on the 5p-side, and 89.36% of mir-2285 had the most abundant read on the 3p-side. Similarly, for our predicted microRNAs with homology to this family, 73.91% of mir-2284 examples had the most abundant read on the 5p-side, and 88.89% of mir-2285 examples had the most abundant read on the 3p-side.

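Of the 10 annotated mir-2284 loci, 4 had a 5p product alone, 1 had a 3p product alone and 5 had both. The 5p product was listed first at 6 of the 10 (60.0%, interval 26.2 to 87.8%). Of the 15 annotated mir-2285 loci, 7 had a 3p product alone and 8 had both, and the 3p product was listed first at 14 (93.3%, interval 68.1 to 99.8%). The deposited set has no read abundance, so the order of listing stands here in place of it. These are the annotated loci among the predictions, a group unlike the paper's, whose percentages cannot be shares of 10 and 15 loci.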

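Among the homologous mir-2284 loci, 12 had a 5p product alone, none had a 3p product alone and 11 had both. The 5p product came first at 17 of 23 (73.9%, interval 51.6 to 89.8%). Among the homologous mir-2285 loci, 31 had a 3p product alone and 14 had both, and the 3p product came first at 40 of 45 (88.9%, interval 75.9 to 96.3%).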

### Discovery of novel miR families

We found that 11 novel predictions in human were within clusters of annotated microRNAs, and 39 novel predictions in new clusters. Of the 9 potential miR families which matched the criteria found in the methods section one contained a snoRNA and was removed. Of the remaining candidate miR families two had miRs which were found across species. We identified a novel miR family with two instances in the human genome; one example was a mirtron in an intron of *LAMA5*, and the other a half-mirtron in an intron of *CHD3* (Fig 8A–8E). Both of the examples in human were observed to have no expression in Dicer knock-out cells (Fig 8A and 8B). We observed a strong level of similarity in predicted secondary structures of the two examples observed in human (Fig 8C and 8D). We compared these introns across several mammalian species and observed patterns of conservation that suggest an ancestral divergence of these two mirtrons rather than a more recent duplication (Fig 8E). We found another novel miR family with an example in both the bovine and feline genomes, but not observed in mouse or human (Fig 8F–8G). 

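The bovine member, bta-Novel5, lies on chromosome 7 from 16114874 to 16114944 on the minus strand, with a precursor of 71 nt. The feline member, fca-Novel70, lies on chromosome A2 from 7861768 to 7861831 on the minus strand, with a precursor of 64 nt. In both species the hairpin gave 1 mature product, from the 3p arm and 21 nt long. Counted from the 5' end of the precursor, it covers positions 50 to 70 in the cow and 41 to 61 in the cat. Neither belonged to a cluster, and the nearest predicted loci were bta-Novel18 at 165201 nt and fca-Novel79 at 63274 nt.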

Strikingly, both of these miRs (bta-Novel5 and fca-Novel70) were found within the same intron of *TYK2* in cow and cat genomes (Fig 8F and 8G), and both examples showed nearly identical hairpin precursor sequences (Fig 8H and 8I). We did not observe this miR in human or mouse data sets, and we also observed greater sequence divergence of this intron in human and mouse (Fig 8J). 

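Table S8 lists 14 bovine or feline members in 6 families, 12 bovine and 2 feline, and the span of each is in the deposited sets. In family 4, bta-Novel115 (chromosome 29, 1066287 to 1066358), bta-Novel202 (chromosome 25, 3753455 to 3753526) and bta-Novel272 (chromosome 13, 2875521 to 2875592) each had a 72 nt precursor. The 23 nt 5p product of each covered positions 7 to 29. In family 8, bta-Novel299 (100588035 to 100588103) and bta-Novel304 (100643020 to 100643084) lie on the plus strand of chromosome 5, 54916 nt apart, and had 3p products of 21 and 19 nt. In family 1, bta-Novel284 (chromosome 10, 47313497 to 47313592) lies 7478 nt from bta-mir-190a, and bta-Novel257 lies on chromosome 28 from 10336045 to 10336115. The feline member of family 6, fca-Novel34, lies on chromosome C2 from 151881112 to 151881182 and had a 5p product of 24 nt. Members with products from both arms numbered 7.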

A list of all identified putative novel families identified by miRWoods is presented in S8 Table.

**Fig 8:**
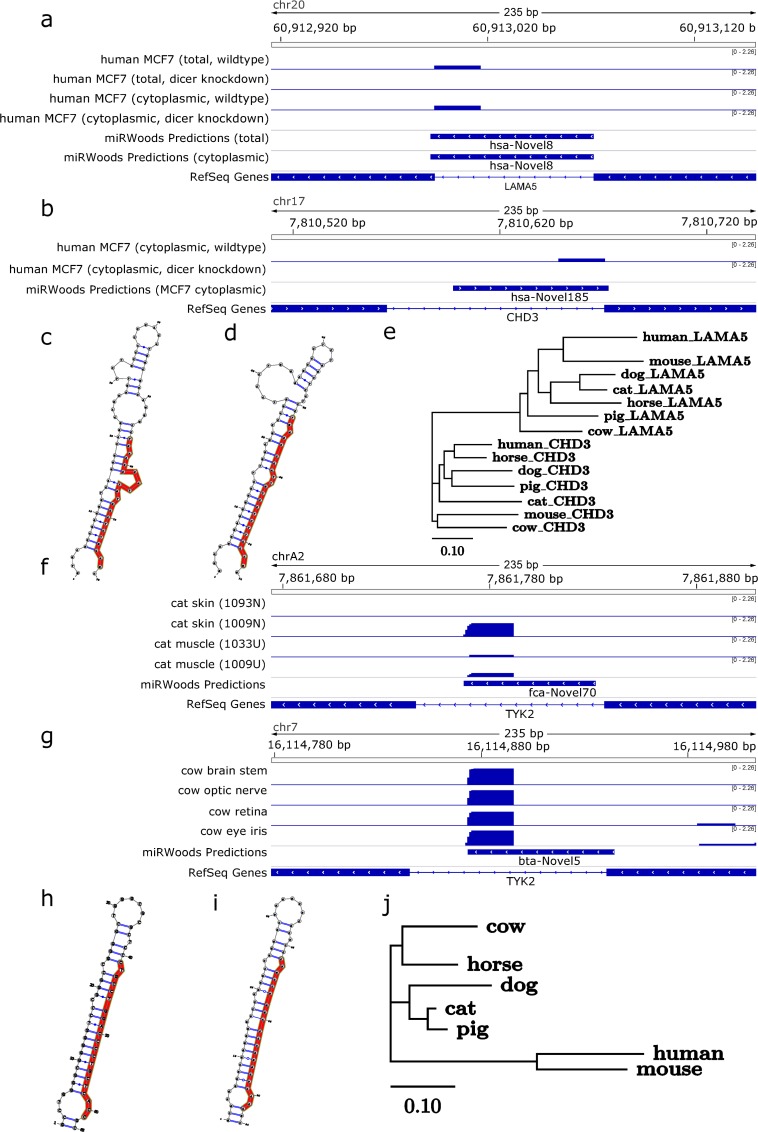
Novel microRNA families identified by miRWoods. **a** hsa-novel-8 is a mirtron predicted for both MCF-7 sets where expression was decreased in the Dicer knockdown sets. **b** hsa-Novel-185 is a mirtron predicted within the human cell lines set and the MCF-7 (cytoplasmic fraction) set. It also shows reduced expression in the Dicer knockdown version of the MCF-7 set. **c** The structure of hsa-novel-8. **d** The structure of hsa-Novel-185. e Phylogeny comparing the LAMA5 intron and CHD3 intron for several mammals. **f** Novel miR predicted in bovine genome in an intron of TYK2. **g** novel predicted miR in the feline genome in the same intron of TYK2 **h** structure of novel feline miR. **i** structure of novel bovine miR. Eight nucleoties were removed from the 5' end, and two were added to the 3' end to match the feline hairpin precursor boundaries. **j** A phylogeny comparing the TYK2 intron in several mammals.

## Discussion

Our study demonstrates that despite a long history of microRNA discovery tools and annotations, there is still room for improvement. Despite the maturity of microRNA annotations for the human genome, our approach was still able to find novel human miRs. We have identified several miRs with annotated positions shifted from the correct location, and that have been resolved with miRWoods.

The inclusion of the duplex-focused method in miRWoods improved hairpin precursor span identification over the other programs. Not only did miRWoods match the miRBase hairpin precursor annotation more often, in some instances miRWoods predictions corrected the miRBase annotation. Splice junction boundaries for the mirtron and half-mirtron examples provide evidence for the validity of the miRWoods duplex method because the optimal precursor span closely corresponds to the splice junctions, as expected given mirtron biogenesis mechanisms [10] despite the fact that these hairpin boundaries were computed without the use of intron annotations. Similarly, Boruta feature-importance analysis showed that the duplex energy was more important than the minimum free energy of the hairpin. These observations support the idea that the thermodynamic stability of intermediate RNA duplex formed by miR and miR* may serve important roles in microRNA function, consistent with previous studies showing this affects efficient loading into Argonaut [24]. We also found that the distance between the miR* sequence and the loop have a greater importance than that of the major product and the loop. Future work is needed to determine the relative importance of stable mature miR:miR* duplex formation compared to stable stem-loop formation in microRNA biogenesis.

We demonstrated in this study that miRWoods is capable of correctly identifying microRNA loci with only one read more than other programs. Although this displays the strength the miRWoods approach, in practice users should seek further evidence to support the validity of any novel miRs only supported by one read.

Predictions from miRWoods consist of 215 potential novel microRNA annotations for cat and 417 novel candidates for cow. These findings support the expectation that these organisms have comparable number of microRNAs to human and mouse, but are currently less-well annotated due to greater research focus on human and mouse. Future work could expand miR annotation in feline and bovine further by sequencing other tissues, as well as identifying regulatory targets for miRs in specific tissues.

Finally, our approach is able to identify more examples of known families, suggesting that they are larger than previously thought. While these large families retain sequence similarity at the hairpin-level, they are often the result of seed shifting and mismatches, suggesting a wide range of potential gene targets. Predictions using miRWoods showed an expansion in the number of microRNAs within the mir-548 family in human, and the mir-2284 family in the bovine genome. These families are often defined in terms of homology to the hairpin sequence rather than the seed [25]. We observed several mutations within the seed region of mir-2284 family miRs that result in the complex phylogeny, and which indicate that a much wider range of genes may be targeted by this family than currently accepted. The fact that we observed miR-2284 family members to be differentially expressed across diverse tissue types supports the idea that this family expanded and sub-functionalized in various tissues. As noted previously, the widespread genomic distribution of the primate-specific mir-548 family supports the hypothesis that it may have been evolutionarily derived from transposable elements [26]. Similarly, mir-2284 family may be more expansive than previously thought, and the observed diversity of sequence and expression supports the hypothesis that this family has shaped ruminant evolution [25].

## Methods

### Ethics statement

All bovine tissues were harvested from animals that were already scheduled to be slaughtered, and collected immediately after slaughter. All slaughter operations were performed under USDA-FSIS supervision in accordance with the Humane Slaughter Act (1978), the Federal Meat Inspection Act (1906), and using a percussive captive bolt stunner. The feline tissue samples were obtained through the biobank at the Carlson College of Veterinary Medicine at Oregon State University. Tissues had been banked for research purposes with owner consent and approval of the institutional animal care and use committee.

### Tissue samples small RNA sequencing

We examined small RNA samples collected from 10 bovine tissues including submandibular lymph node (SLN), bone marrow, brain stem, optic nerve, retina and iris of the eye, penis (corpus cavernosum), oral papillae (buccal mucosa), dental pulp, and hoof corium (corium feet) from three Angus steers collected just after slaughter at the Meat Science laboratory at Oregon State University. The feline tissue samples were obtained through the biobank at the Carlson College of Veterinary Medicine at Oregon State University and included normal haired skin and normal skeletal muscle from three male neutered domestic short hair cats aged 10–13 years. Tissues had been banked for research purposes with owner consent and approval of the institutional animal care and use committee. RNA was isolated from tissue by chloroform-isopropanol extraction. RNA quality was analyzed on a Bioanalyzer 2100 Nano chip (Agilent Technologies, Santa Clara, CA), with a minimum acceptable RIN of 7. Small RNA sequencing was performed at the Center for Genome Research and Biocomputing (CGRB) at Oregon State University (OSU). Libraries were prepared using the Illumina TruSeq small RNA sample preparation kit (Illumina, San Diego, CA) for library preparation and size-separation by polyacrylamide gel electrophorese. Library size was determined with the Bioanalyzer 2100 HS-DNA chip and the KAPA biosystem’s library quantification kit, and libraries normalized to 2 nM. Multiplexed samples (6/lane) were sequenced with a 50 cycle v3 sequencing kit on an Illumina HiSeq 3000 sequencer.

### The miRWoods pipeline

The miRWoods pipeline consists of two random forests with readily interpretable, biochemically-motivated features. The pipeline’s two layers correspond to classifiers that recognize different components of the microRNA (Fig 1). The first random forest layer predicts likely mature miRNAs products. In this way, the first random forest acts to filter out a large number of loci before precursors are considered, thereby improving accuracy and reducing the overall runtime. The second random forest layer scores the precursors around the predicted mature miRNAs and is used to generate the final set of predictions.

The miRWoods pipeline is perl software largely derived from miRTRAP [4], but with significant improvements on speed and memory efficiency, as well as two random forest layers rather than user-defined thresholds. The pipeline now includes the integration of indexed bam files for faster read processing, and the RNAfold perl module for rapid secondary structure prediction. The processing of sequencing data begins with one or more small RNA-seq FASTQ files. We first trim the reads using cutadapt, which removes 3′ adapter sequences and filters for read quality requiring a PHRED score of 30 or greater [27]. Sequencing data is mapped to the genome using bowtie [28]. Before sorting and indexing the bam files, we add additional tags according to samtools specifications describing the number of hits (NH-tags) to the genome for each read [29], which is used later in the pipeline to normalize expression.

### Mature product random forest

The miRWoods pipeline consists of several data-processing steps. Next, after read alignment, we identify “read regions”, which consist of reads that map to overlapping positions in the genome. Each of these read regions are evaluated as putative mature microRNA products based on a number of features calculated from genomic loci and read distributions. Basic features for each read region are computed, such as GC-content, dinucleotide frequencies, Wootton-Federhen sequence complexity [30], and the median length of reads mapped to the locus. Because the function of microRNAs involves the position of seed sequences relative to the 5′ end, the 5′-heterogeneity is computed for each read region as previously described [31]. In addition, we compute the number of reads mapping to positions within a fixed offset from the most abundant product. We also computed the minimum duplex energy between the read stack’s most frequent read sequence and the surrounding 70bp region. These and other features are input into our first random forest, called the “mature product random forest” (MPRF), which classifies read regions as mature microRNA products or non-miR loci. For a complete list of computed features, see Supplementary Methods.

### Hairpin precursor span optimization

We found that a major source of error in high-throughput microRNA discovery was the prediction of the span (start and end positions) of genomic location of the hairpin precursor, and therefore we developed a new method of precursor span prediction (Fig 2). While most other approaches predict secondary structure of the region surrounding a putative mature product, our approach computes the RNA:RNA duplex energy of the mature products (without the loop). Each putative microRNA product identified by the MPRF is used to compute the optimal duplex energy between the most abundant product and the surrounding 70bp window using RNAduplex [10], as depicted in Fig 2A. The region spanning this most abundant read and the optimal duplex subsequence is then used as a putative hairpin precursor sequence. In addition, a second method folds between any two products that are separated by 5 nt or more. Both methods are used and create several secondary structure predictions, all of which are the basis of a putative hairpin precursor to be input to the next random forest. When the hairpins are subsequently evaluated in the next step, overlapping hairpins are dropped and only the predicted hairpin with the highest decision value from that random forest is retained.

### Hairpin precursor random forest

The second random forest within miRWoods, called the “hairpin precursor random forest” (HPRF) is used to evaluate the putative hairpin precursors from 71 features, which provide scores based on its sequence, structure, and folding energy. Many of the features for the hairpin phase come from the original miRTRAP software [4].

The features for the HPRF can be categorized as sequence features, structural features, and product-distribution features. Sequence features include dinucleotide frequencies, GC Content, and sequence complexity over the entire precursor sequence. Structural features include the minimum free energy returned by RNAfold [32], and the optimal duplex energy of the most abundant product and hairpin precursor region computed by RNAduplex [33]. The decision value from the MPRF for the most abundant product within putative hairpin precursors is also included as a feature.

Expression levels for a locus *L* are quantified with adjusted reads per million (ARPM), which are defined by

$$ARPM(L)=\frac{10^{6}\sum_{r\epsilon L}1/n_{r}}{\sum_{r\epsilon S}1/n_{r}}$$ (1)

Total read counts, separately computed for the sense and antisense strands of the precursor, are first adjusted, meaning when a read *r* aligns to *n*_*r*_ locations in the genome, the read contributes a fractional count of 1/*n*_*r*_ to each location, essentially uniformly distributing the count to each locus [34]. These calculated values are then normalized for each sample *S* to parts-per-million.

The product-distribution features are computed by first naming read stacks as the products that would be expected in the event of Dicer and Drosha cuts by a previously defined algorithm [4]. A number of features describe the abundance and mapping of reads for each of these products. The unique read fraction describes the proportion of reads mapping only to the locus. Various features, such as the 5′ heterogeneity, and average hit count were evaluated for the most abundant mature product. For each of the mature products, several features describe the relative frequency of reads for miRs, moRs, loop products, and other products within the precursor. Several other features were created to describe the variance and weighted variance of reads associated with mature products relative to the most frequent cut variant and to the hairpin.

Dicer and Drosha tend to make precise cuts to produce well-defined 5′ ends of the mature products for proper functionality. Because of this, several features describe the amount of overlap across all products and across each product relative to its surrounding products. In addition, reads within a product would not be expected to be significantly offset from the product on the opposite arm of the hairpin, or relative to any moR products on the same arm. Therefore, features measuring the amount of shift between miR products are included.

A number of features were generated to describe the structure of the predicted hairpin. Two features, base pair density (fraction of paired nucleotides in predicted structure) within the major product, and base pair density within the optimal duplexed region. These features may be different due to bulges being present on one arm of the hairpin but not the other. Features for the part of the fold around the miR products include the sizes of the largest bulge, size of largest internal loop, size difference between the two halves of internal loops, and overhangs on the major miR product, which are defined as the maximum number of unpaired bases on either end of the miR. The dupLoopLength feature measures the largest region of unbound nucleotides on the duplex across from the most abundant miR Product. A dupSize feature is a measure of the size of the region predicted to duplex with the most abundant product. Since the duplex is expected to be around the same size as the miR product this feature may help exclude cases where there are large unpaired stretches on the duplex or most of the major product is unbound to the duplex. A feature called innerLoopGapCount scores the number of occurrence of spans of 3 or more unpaired nucleotides in the loop region (i.e. more than one indicates a multi-branched loop). This feature may help in situations in which there is a multiloop or where the loop structure is uncommon to known miR precursors. Additionally, a feature measuring the size of the hairpin loop is included. We added new features quantifying the size of the largest bulge in the hairpin structure, which is known to affect Dicer specificity [35].

Because microRNA loci tend to cluster together, we incorporated a neighbor count feature, which is a score tallying the number of neighboring hairpins that occur within 1000 nucleotides of the precursor being analyzed. The neighbor count feature counted all small RNA loci, including both miR and non-miR loci, and reduced the number of observed false positives.

### Training, tuning and model selection

The miRWoods pipeline requires models for both MPRF and HPRF layers that have been trained on positive examples, which are annotated microRNAs, and negative examples, which are loci containing read regions not overlapping annotated microRNAs. The training data for the MPRF is produced by a script that collects loci based on the overlap of the products with the mature microRNAs in miRBase annotations, with *X*-fold more negative examples than positives for some input *X*. The training data for HPRF is created by using hairpins with the best overlap of the known hairpin annotation.

Our strategy for tuning the thresholds of miRWoods focused on three parameters: the decision value ${\hat{y}}_{HPRF}$ for the hairpin random forest output, the expression level threshold *E*_*th*_ in units of ARPM, and the proportion *X* of negative loci used in stratified sampling. To determine these thresholds, we trained and tested on different small RNA deep sequencing data sets. We selected four large data sets from sequencing read archives (SRA) from diverse tissues and developmental stages. We trained on one of the data sets, which produced optimal RFs. We then applied this to a second data set and computed F-scores for different ${\hat{y}}_{HPRF}$, *E*_*th*_, and *X* parameters, and chose the set of parameters that gave the highest F-score.

Our strategy for training and tuning models was to train with one data set, tune on another, and ultimately select final models were chosen based on the highest F-Score when tested on a test set. Two sets of models were trained using either tonsillar B-cell populations from GSE23090 or human cerebellum, heart, kidney, and testis tissue from GSE40499 (S7A Fig). The frontal cortex data was excluded from the GSE40499 set to make read counts in tissues more balanced. Each of the two resulting models were tuned using a grid-search for the ${\hat{y}}_{HPRF}$, *E*_*th*_, and *X* parameters to optimize F-score when evaluated on either cancer cells from GSE18381 and GSE20592 or stem cells from GSE65706 and GSE62501; therefore, four tuning experiments were performed, corresponding to the four arrows in S7A Fig. Afterwards, models tuned using the cancer cell sets were validated using the stem cell sets and vice versa. The model resulting in the highest F-score from the test set was chosen for all remaining tests. Plots of the F-score as a function of each of the tuned parameters are presented in S7B–S7D Fig. In each training experiment the stratified sampling for the product model was set such that the negative set would be equal in size to the positive set. This was to allow as many products as possible to enter the hairpin phase while still filtering out enough that the resulting folds could be generated in reasonable amount of time.

The model with the highest F-score resulted from training on the set of tonsillar B-cell populations (GSE23090) and tuning on human melanoma cells (GSE18381) and human normal and cancerous cervical cells (GSE20592) when validated against stem cell sets (GSE65706). Tuning through a grid search resulted in an optimum decision value of 0.28, an ARPM of 0.11, and a 1:25 ratio of positive to negative training data used in stratified sampling.

### Comparisons with other tools

miRWoods was compared with miRDeep2 and miReap in the prediction of microRNA loci from small RNA sequence data in well-annotated genomes. The data used were MCF-7 cell cytoplasmic and total-cell extract from GSE31069, human cancer cell lines from GSE16579, healthy human liver samples from GSE21279, and mouse brain, embryo, newborn, testes, and ovary from GSE20384. For miRDeep2 the FASTQ files were combined and the program was run with the same settings as previously published [6].

We ran miReap with default parameters. FASTQ files were combined into a FASTA file with its reads collapsed. Reads were aligned with bowtie using the same settings used for miRWoods. However, because miRWoods uses quality scores and miReap does not, the allowable error outside of the bowtie alignment seed was changed from 50 to 80 to allow for at least 2 mismatches. Bowtie considers the default value of a mismatch without quality scores present to be 40 (see Supplementary Methods).

In order to provide a comparison of the three pipelines, a separate set of scripts was used to determine accuracy. For each pipeline being tested a common set of functions was used to score each prediction as a true positive or false positive. We imposed more stringent requirements for true positives than most previous studies that require just overlap with annotated microRNAs. Predicted hairpins where the precursor folded in the wrong direction and only partially overlapped the annotation were named “overlaps” and scored as false positives. Additionally, precursors on the antisense strand of an annotation were named false positives because there is uncertainty whether they are really active as miR precursors.

A set of custom-made scripts was also developed to find homology for novel predictions from each of the three pipelines. Mature products from precursors that did not overlap annotations were searched with BLAST to the database of mature microRNA found in miRBase [36]. Mature products were named homologous if they had the same seed region and an E-value less than 0.05 when compared with a miRNA in the database.

The sensitivity, specificity and F-scores were used to compare each of the three pipelines. The F-score was used to evaluate performance for two reasons. First, different mapping and filtering methods result in variable numbers of precursors being expressed. Because the F-score does not rely on a tally of the number of true negatives, it is better for comparisons. Second, the type of data being analyzed will tend to be very unbalanced with far more non-miRs than miRs, which leads to an inflated accuracy.

### Dicer knockdown comparisons

The differences in microRNA expression between wild-type cells and cells in which Dicer had been knocked down were compared across pipelines. Small RNA samples collected from total cell content and cytoplasmic fraction for this test came from the series GSE31069 downloaded from GEO. For each pipeline a set of predictions was generated for both wild-type samples. In each case, the log fold change was computed for each novel prediction comparing the expression of the wild-type cells versus cells in which Dicer had been knocked down. A pseudocount of 0.015 ARPM was used to avoid taking the log of zero.

### Validation of bovine and feline microRNA predictions

Novel microRNA predictions were evaluated with homology to known microRNAs from other species and validated by qPCR. We validated the expression of the novel miRs with the highest decision value using qPCR across the tissues we examined.

#### Feline microRNAs

Feline RNA samples were reverse transcribed with the HiSpec Buffer system of the miScript II RT kit. We performed qPCR in 96 well plates with the ABI StepOnePlus using cDNA generated from 2.5 ng total RNA, miScript Primer assays, and miScript SYBR Green PCR mix combined in 25 μL reaction volumes. Cycling followed manufacturer’s instructions. Melt Curve analysis was performed to insure single product generation and the average of all primer efficiencies was 1.8. Of the four potential reference genes selected from feline sequencing data, two, miR-25 and miR-191, were found to be stable across tissues and the average of CT values was used to normalize expression.

#### Bovine microRNAs

RT was performed using the miScript II RT Kit and qPCR was performed in a HT7900 ABI system in 384-well plate using the Custom miScript Primer Assay and miScript SYBR Green PCR Kit, following the manufacturer-instructions with a 4-fold dilution of cDNA prior qPCR. We performed normalization using internal control genes (ICGs) or reference genes as indicated by the MIQE guideline [37]. It has been proposed and demonstrated that the use of ICGs for normalization for miRs qPCR provides a more accurate measure of expression than other methods, such as normalization with 5S RNA, U6 snRNA, or total RNA [38]. In order to identify the best ICGs to normalize the novel miRs, we selected predicted miRs with low-variability and similar levels in expression across various tissues, as previously performed [38]. The miRs selected for bovine were miR-7, bta-miR-32, bta-miR494, bta-miR-1388, bta-miR-2431, bta-miR-2483, and bta-miR-6520; Final qPCR data for bovine were analyzed using LinRegPCR to account for efficiency of amplification [39]. Bovine qPCR data from the tested internal control miRs were normalized using geNorm to determine the M- and V-values [40]. bta-miR-7 had a M-value >1.5 and was therefore not used for normalization but rather as a positive control, while the most stable miR pair was miR-494 and miR-6520 (M = 0.98). The most stable normalization was obtained by using the 6 most stable miRs with a final V-value of 0.245. The normalization factor was calculated by geNorm as the geometrical mean of the most stable miRs.

### Hierarchical clustering

Hierarchical clustering was performed for the expression of known and novel mir-2284/mir-2285 family miRs in bovine. Expression was normalized by computing z-scores, subtracting the mean and dividing by the standard deviation across tissues.

### Identification of clusters

Clusters were identified by locating sets of precursors with genomic positions within 10 kbp of each other. Prior to detecting clusters using novel predictions, the set of annotated microRNAs were grouped into clusters. This was done first because if novel microRNAs fell within a cluster of annotated microRNAs it may count as further evidence that that microRNA is real. After the clusters of annotated miRs were identified, novel microRNAs were grouped into new clusters or incorporated into clusters of annotated microRNAs.

### Identification of novel miR families

In order to search for novel miR families, the sequences of each novel miR was blasted to a set containing a combination of the novel miRs found using miRWoods and the set of all known miRs from miRBase. Family membership requires a perfectly matching seed sequence, both products were on the same arm for each hairpin, and a BLAST E-value less than or equal to 0.5 for the mature product. In addition, we excluded examples with top hits that are antisense to itself and cases with identical mature sequences to prevent inclusion of loci originating from repetitive regions.

## Supporting information

S1 Methods Supplementary Methods. A document of providing additional detail for methods used for miRWoods.
(DOCX) Click here for additional data file.

S1 Fig Importance of features. **a** The importance of each feature based on the Boruta analysis for the mature product random forest (MPRF) **b** The importance of each feature based on the Boruta analysis for the Hairpin Random Forest (HPRF).
(TIF) Click here for additional data file.

S2 Fig Further feature interpretation: Removal of correlated features I. **a** Boruta analysis of feature importance for MRPF with correlated features removed. **b** Boruta analysis for HRPF with correlated features and the MRPF decision value removed.
(TIF) Click here for additional data file.

S3 Fig Further feature interpretation: Removal of correlated features II. **a** Change in feature importance for MRPF with correlated features removed. **b** Change in feature importance for HRPF with correlated features removed.**c** the F1-score for miRWoods with correlated features and MRPF decision value removed compared to the full feature set.
(TIF) Click here for additional data file.

S4 Fig Abundance-related features. **a** Distribution of read abundance for correct miRWoods predictions on MCF7 total cell content. **b** distribution of read abundance for correct miRDeep2 predictions on MCF7 total cell content. **c** distribution of read abundance for correct miReap predictions on MCF7 total cell content. **d** Distribution of read abundance for correct miRWoods predictions on mouse embryos. **e** distribution of read abundance for correct miRDeep2 predictions on mouse embryos. **f** distribution of read abundance for correct miReap predictions on mouse embryos. **g** bar plot of correct predictions with only one read for all samples in human and mouse. **h** F1-score of predictions with size-related features compared to without.
(TIF) Click here for additional data file.

S5 Fig Effectiveness of duplex method. **a** RNAseq for hsa-miR-6860 shows miRWoods prediction covering an additional read stack next to the splice junction, which indicates that hsa-miR-6860 may be a half-mirtron. **b** RNAseq for hsa-mir-431 showing predicted folds for miRWoods and miRDeep.
(TIF) Click here for additional data file.

S6 Fig Cross-species performance. Comparison between cross-species F1-score and same-species F1-score. All of miRWoods evaluations were tested on a single model trained and tuned on human datasets. The best performance is observed on mouse samples.
(TIF) Click here for additional data file.

S7 Fig Tuning miRWoods. **a** Analysis pipelines and corresponding data sets used for training, tuning, and testing correspond to the paths of the arrows. **b** Plot of F1-score versus decision value threshold used in tuning the decision value threshold. **c** Plot of F1-score versus ARPM threshold used in tuning the ARPM threshold. **d** Plot of f1-score versus X in 1:X stratified sampling used to tune the amount of negative (non-miR) loci used in training the HRPF.
(TIF) Click here for additional data file.

S8 Fig Dicer knockdown data. **a** Scatter plot for hairpins in the MCF7 (total) set, plotting log fold change of Dicer knockdown vs wildtype against the miRWoods decision value for annotated (red) and novel (blue) hairpins. The vertical line in the plot represents the decision value cut-off with all miRWoods predicted precursors to the right of it. **b** Box plot showing the log fold change of Dicer knockdown vs wildtype of annotated precursors within miRBase and novel precursors is predicted by each software for the MCF7 (total) set. **(c-d)** CDF’s for **c** MCF7 (Total) and **d** MCF7 (cytoplasmic) log fold change of Dicer knockdown vs wildtype for novel precursors.
(TIF) Click here for additional data file.

S9 Fig Individual Examples of Dicer knockdown. Predicted secondary structures for **a** hsa-Novel35, **b** hsa-Novel28, **c** hsa-Novel23, **d** hsa-Nove65, **e** hsa-Novel92, and **f** hsa-Novel99. **(g-k)** RNAseq for **g** hsa-Novel35, hsa-Novel28, **h** hsa-Novel23, **i** hsa-Novel65, **j** hsa-Novel92, and **k** hsa-Novel99.
(TIF) Click here for additional data file.

S10 Fig Additional Euler plots comparing miRWoods, miRDeep, and miRBase. Euler plots for **a** Human MCF7 (total), **b** Human cell lines, **c** Mouse brain, **d** Mouse embryo, **e** Mouse newborn, and **f** Mouse testes sets.
(TIF) Click here for additional data file.

S11 Fig Additional Euler plots comparing miRWoods, miReap, and miRBase. Euler plots for **a**. Human MCF7 (total), **b** Human MCF7 (cytoplasmic), **c** Human cell lines, **d** Human liver, **e** Mouse brain, **f** Mouse embryo, **g** Mouse newborn, **h** Mouse testes and, **i** Mouse ovaries sets.
(TIF) Click here for additional data file.

S12 Fig mir-548 Phylogenetic tree. Phylogenetic tree showing expansion of the mir-548 precursor family in human. Annotated mir-548 precursors are shown in blue and predicted novel precursors are shown in green.
(TIF) Click here for additional data file.

S13 Fig Differential expression analysis of miRs not shown in main text. Expression of fca-mir-1-1 using **a** RNAseq and **b** qPCR validation of differential expression in muscle. **(c-d)** Expression of fca-mir-205 using **c** RNAseq and **d** qPCR validation of differential expression in skin.
(TIF) Click here for additional data file.

S1 Table Feature correlation. A table of correlations between features used by miRWoods.
(XLSX) Click here for additional data file.

S2 Table Duplex-focused spans. Percentage of cases where duplex method produced span used in final prediction.
(DOCX) Click here for additional data file.

S3 Table Data summary. A summary of all of the datasets tested by miRWoods.
(XLSX) Click here for additional data file.

S4 Table Mature counts. A table of raw counts, adjusted counts, reads per million (RPM), and adjusted reads per million (ARPM) for all annotated and predicted microRNA over all test sets.
(XLSX) Click here for additional data file.

S5 Table Tuning experiments. Summary of data sets and results from the tuning experiments.
(XLSX) Click here for additional data file.

S6 Table Dicer knockdown enrichment. P-values computed from comparing the log-fold change of dicer knockdowns compared to wild-type using a t-test, for the novel predictions of each method and miRBase.
(DOCX) Click here for additional data file.

S7 Table Clusters. Clusters of annotated and predicted microRNA for human, mouse, cat, and cow genomes. miRBase was used as the annotated set for human, mouse, and cow, and the predictions from Lagana *et al*. [19] were used as the annotated set for cat. In column B under cluster_source, an annotated set was named as the source if a cluster of two or more annotations could be clustered together without miRWoods predictions. Otherwise the cluster source was called novel.
(XLSX) Click here for additional data file.

S8 Table Novel families. A list of candidate novel families found after comparing predictions across all testing sets.
(XLSX) Click here for additional data file.

# Supplementary material for: miRWoods: Enhanced precursor detection and stacked random forests for the sensitive detection of microRNAs
**Source:** PLoS Comput Biol. 2019 Oct 9;15(10):e1007309. doi: 10.1371/journal.pcbi.1007309
**Supplement:** S1 Methods — A document of providing additional detail for methods used for miRWoods.

**Supplementary Methods for:**

**miRWoods: enhanced precursor detection and stacked random forests for the sensitive detection of microRNAs**

Jimmy Bell^1,^*, Maureen Larson^2^, Michelle Kutzler^3^, Massimo Bionaz^3^, Christiane V. Löhr^2^, and David Hendrix^1,4^*

Cutadapt

Adaptors were trimmed using cutadapt with the options: cutadapt -e 0.2 -m 17 -q 10 -a <adaptor>. The -e option allows a 20% error in the adaptor sequence to be cut, the -m option removes all sequences less than 17 nucleotides in length, and the -q option removes any nucleotides from the 3′ end with quality scores less than 10 prior to cutting. The -a option is used to specify an adaptor. The sequencing data are filtered further using a custom script called fastqAvgQualityFilter.pl to filter out reads with an average quality score less than 30.

Bowtie

Reads were aligned to the genome using bowtie(1) with the options: bowtie -n 1 -e 50 -l 18 -m 10 -a -S --best --strata. The -l option specifies a seed size of length 18, the -n option allows for 1 mismatch within the seed, the -e option allows for a total mismatch quality score of 50, the -m option suppresses all mappings where reads hit more than 10 places in the genome, -a sets bowtie to report all valid alignments based on the previously mentioned options, --best and --strata set bowtie to report only the best stratum of alignments, and -S sets bowtie to output the mapped reads in SAM format. After mapping, a custom script named addNHTags.pl was used to record the number of mappings for every read so that read counts could be adjusted by the number of mappings in later analysis. In some alignments the value for bowtie’s -e parameter allowed for long strings of low-quality mismatches along the 3′ end of the alignment. In order to trim the 3′ ends further a custom script called trimMirReads.pl computes the binomial probability of nucleotides being in a mismatch region and trims the read at nucleotides where the p-value is greater than 0.27.

Alignment Methods used with other Tools

For miRDeep2(2), FASTQ files were combined and reads were aligned using miRDeep2's alignment script with the options: mapper.pl <fastq> -e -i -j -k <1^st^ 6 chars of adapter> -l 18 -m -p <genome> -s <processed_reads.fa> -t <mapped_reads.arf>. The –e option specifies that a FASTQ file is used. The -i option converts rna to a dna alphabet. The -j option removes reads that have character other than a,c,g,t,u,n,A,C,G,T,U,N. The -k option sets adapter sequence to cut. The -l option sets mapper.pl to discard reads smaller than the value specified by this option. The -m option sets the script to collapse the reads. The -p option sets the genome to map to. The –s options sets the FASTA output file for processed reads. Finally, the -t option sets the output file for the reads mapped by bowtie.

For miReap (https://github.com/liqb/mireap), FASTQ files were collapsed into FASTA files and reads were aligned using the following option: bowtie -f -n 1 -e 80 -l 18 -m 10 -a -S --best --strata. In this case the -e option is set to 80 rather than 50 because bowtie sets the quality scores for character in FASTA sequences to 40. This allows for up two mismatches in the alignment and is similar to the typical number of mismatches when -e 50 is set and quality scores are present. Output from bowtie was converted into a map file that miReap used as input.

miRWoods Pipeline

miRWoods uses a stacked random forest strategy. First a random forest called the mature product random forest (MPRF) is used to filter out unlikely microRNAs. This is done to speed up the processing time required by the next step, which folds candidate microRNA with the surrounding region into hairpins and scores them. Candidate hairpins are passed to the random forest called the hairpin random forest (HPRF), which outputs the final set of predictions.

Several scripts are involved in the miRWoods pipeline. First, printReadRegions.pl is run to print a list of loci with contiguous read mappings. Next, extractProductFeatures.pl groups and scores overlapping read stacks within each locus. evaluateProductsWithRF.pl uses the MPRF to evaluate each locus and outputs a list of candidate mature microRNAs. The processReadRegions.pl script uses RNAfold(3) to fold the region surrounding the microRNA and scores them using features related to sequence, structure and the position of read stacks around the hairpin. ExtractHairpinFeatures.pl does further processing on the output of processReadRegions.pl to produce a feature vector file. evaluateHairpinsWithRF.pl runs the feature vector file through the HPRF and outputs a list of predicted microRNA precursors.

The mature product random forest (MPRF) assesses 36 features. Features related to the sequence of the mature product include median length (medianLength), Wooten Federhen complexity (WFC), GC content (GCcontent), and 16 scores assessing dinucleotide frequeny (aa,ac,ag,at,…,ta,tc,tg,tt). Features related to the distribution of reads include a measure of 5′-heterogeneity (fivePrimeHet) and 15 scores measuring the abundance of reads starting at each position between 7 nucleotides upstream to 7 nucleotides downstream of the 5′ end of the product (r7,r6,r5,…r1,s0,f1…f5,f6,f7). In order to quickly assess the viability of the fold, RNAduplex(3) is used to duplex the product with the surrounding region and measure the duplex energy. For the full defined set of features see Product Features section below.

The hairpin random forest (HPRF) predicts microRNA precursors using 71 features related to sequence, structure, and read stack positioning and read abundance around the hairpins fold. The hairpin sequence is scored by its dinucleotide frequencies (aa,ac,ag,at,…,ta,tc,tg,tt), GC content (GCcontent), and Wootton-Federhen Complexity (WFC). The scores for its major product include its unique read fraction (urf), average 5′ heterogeneity (afh), the average hit count (ahc) for its mapped reads, and the decision value returned by the MPRF (RFProductAvg.) Another feature is a count of regions with contiguous reads within 1000 bp of the candidate precursor (neighborCount.)

Several scores are used to assess hairpin structure. The product base pairing (pbp) is a score measuring the fraction of base pairings between the major product and the region spanning it on the opposite arm. The products base pairing on the opposite arm (dupPBP) is also measured along with the size of the biggest bulge or loop (dupLoopLength) and length of the sequence (dupSize.) Several more measurements cover both arms of the hairpin within the region spanning miR and miR*. These include the number of unbound nucleotides at the end of the product (maxUnboundOverhang), the largest bulge (maxBulge), the size of the largest interior loop (maxInteriorLoop), the difference in length between sides of the largest interior loop (intLoopSideDiff), and the number of additional stem-loops if the main loop is a multiloop (numOffshoots). Of course, a valid precursor would be highly unlikely if it contains a multiloop. Features relating the main loop to the rest of the hairpin included the size of the main loop (loopSize) and the distance of the miR and miR* from the main loop (mpLoopDistance and dupLoopDistance). Distances were recorded as negative in cases where the miR and miR* overlapped the main loop and zero in cases where a read stack was not present. Two features related to the energy of the structure include the minimum free energy (mfe) of the fold and duplex energy (Duplex Energy) of the major product with the surrounding hairpin. Another feature (foldDupCompare), is a measurement of the similarity of the structure returned by RNAduplex to the structure returned by RNAfold.

Several features are included that describe the abundance of reads within the hairpins. Two features measure the abundance in adjusted reads per million for reads in the sense (totalSenseRPM) and antisense (totalAntiSenseRPM) strands. In addition, miRWoods attempts to name products as miRs, moRs, loops, splits, and out products where splits are defined as read stacks overlapping a miR and loop and out products are defined as products ouside the miRs. Several features are measurements of the relative abundance for each product on both arms of the hairpin structure (rel5pOutCount, rel5pMorCount, rel5pMirCount, relLoopCount, relSplitCount, rel3pMirCount, rel3pMorCount, and rel3pOutCount).

Several features measure the variance across products. The average read positional variance (ARV) score is the average variance in start position for reads within each product. The average product variance (APV) is the variance in read counts for each distinct read of the product. These features were also weighted by the size of the products to create a weighted ARV (wARV) and weighted APV (wAPV) score. Although measures of variance were very similar all appeared to produce better accuracy when used together than when only a subset of them was used.

Several features were used to score overlaps over the entire hairpin. The sameshift score is the maximum amount that one product’s 5′ end is shifted away from an overlapping product’s 5′ end for all products in a hairpin. The bothshift score is amount of shift between two products on opposite arms of the hairpin. Features named overlap product abundance (OPA), average overlap amount (averageOverlapAmount), and total relative overlap amount (totalRelativeOverlapAmounts) scores are described by the following equations:

1. $OPA= \max_{0\leq i<j\leq n} \boldsymbol{1}_{\left[ overlap\left( i,j \right)>2 \right]}*\frac{A_{i}}{\sum_{k=0}^{n} A_{k}}$
2. $averageOverlapAmount=\sum_{i=0}^{n} \sum_{j=i+1}^{n} overlap\left( i,j \right)*\frac{A_{i}}{\sum_{k=0}^{n} A_{k}}$
3. $totalRelativeOverlapAmount=\sum_{i=0}^{n} \sum_{j=i+1}^{n} overlap\left( i,j \right)*\frac{A_{i}}{A_{j}}$

where $i,j$, and $k$ are numbers given to products in order from least abundant to most abundant, $A_{i}$ , $A_{j}$ , and $A_{k}$ is the adjusted read count of products $i, j$, and $k$, and $overlap(i,j)$is the number of nucleotides overlapping in product $i$ and product $j$. The indicator function is depicted as $\boldsymbol{1}_{[x]}$, which returns 1 if it’s argument $x$ is true, and 0 otherwise. Additional features were used to score the overlap between individual named pairs of products (miRmoR5pOverlap, miRmoR3pOverlap, miRLoop5pOverlap, miRLoop3pOverlap, loopLoopOverlap, out5pOverlap, outOut5pOverlap, outOut3pOverlap, inProdOverlap, miRSplit5pOverlap, miRSplit3pOverlap.)

The average antisense displacement (AAPD) and total antisense displacement (TAPD) features were used to measure the displacement of products overlapping one another in the sense and antisense strands. The total sense displacement score was the total displacement of the start positions of antisense products relative to the sense products they overlap. The AAPD is found by dividing the TAPD by the number of overlapping antisense products. For the full defined set of features see Hairpin Features section below.

Feature Importance with Boruta Algorithm

Boruta was used to determine the importance of features. Frequency of occurrence of reads with the same starting position as the majority of the reads in the read stack and duplex energy were the most important features in the MPRF (S1a Fig). The score from the MPRF, the ARPM in both the sense and antisense strands and the product base pairing were found to be the most important features in the HPRF (S1b Fig).

Further Feature Interpretation

The importance of features can be affected when they are highly correlated making interpretation of importance difficult. For this reason, we performed a least squares regression of the positive instances in the training set and identified correlated features with an R^2^ value greater than 0.5 (S1 Table). We trained models with correlated features removed in both the mrpf and hrpf and created a dot plot comparing them to the default version of miRWoods (see S2 Fig). A Boruta analysis was performed on the MRPF (S2a Fig) and HRPF (S2b Fig) to give an idea of what features were the most important when correlated features are used.

We plotted the change in importance for each feature after removal of the correlated features with the highest importance (S3a Fig). In some cases, features gained the importance after removal of their correlated partner after removal. In other cases, such as “dupLoopDistance” showed a substantial increase in importance despite not being correlated with other features. Removal of these redundant features did not result in a substantial reduction in performance (S3c Fig).

Effects of Abundance-Related Features on miRWoods

Several features in miRWoods are derived from read abundance, which motiviates the evaluation of whether the model can predict hairpins with low abundance. Several histograms were created comparing the number of miRs founds within human MCF-7 (total cell content) at different abundances by miRWoods, miRDeep2, and miReap (S4a-c Fig). We created a similar histograms comparing samples from mouse embryo (S4d-f Fig). In both cases, miRWoods correctly identified more microRNA loci with only one read. Taking this idea further, we created a bar chart comparing each tissue in human and mouse evaluated two out of four human samples, miRWoods consistently correctly predicted more annotated miRs with only one read compared to miRDeep2 and miReap (S4g Fig).

In order to test the performance of miRWoods without abundance-related features an additional set of models were trained removing features related to size (S4h Fig). For the MRPF, read counts at positions r7,r6,…,r1,s0,f1,…,f6,f7 were converted into fractional read counts. Features removed in the HRPF were APV, wAPV, totalSenseRPM, and totalAntiSenseRPM. The models were retrained and a scatterplot was created comparing them to the default version of miRWoods, demonstrating that while abundance-related features don’t overwhelm performance, they are important for overall prediction accuracy (S4h Fig).

Duplex Method

miRWoods considers several spans with differing genomic start and stop sites for each hairpin precursor and chooses the one with the greatest HPRF score in its final prediction. Spans are generated in two ways. The first method inputs the major product and a region spanning 75 nt on each side of the major product into RNAduplex. We refer to the span covering the major product and its duplex as the duplex-focused span. If this span partially overlaps a product, the span is elongated on both sides by the amount it would to take to overlap the other product. Following this an extra 2 nt is added to the span. The second set of spans are referred to as product-focused spans. These span between the major product and any products at least 4nt away from the major product.

A script was used to determine how often the duplex-focused span was used in the final prediction. The script generated spans using only the duplex focused method which were compared to the final miRWoods predictions (including True Positives and False Negatives.) Accuracy for each span was determined using the methods found in “Analysis of Predicted Precursors.” For many precursors the duplex-focused span was the only candidate available, so additional statistics were gathered only for predictions in which more than one candidate span was available.

The final prediction from miRWoods for annotated microRNA hairpin precursors used the duplex-focused span 88.54% of the time. The accuracy of the duplex-focused spans alone was 95.98%, and the accuracy of the spans for the final predictions from miRWoods was 96.23%. For annotations with more than one possible span, miRWoods predicted the duplex an average of 77.51% of the time for all sets. The accuracy of the spans predicted using just the duplex-focused span was 96.96%, and the accuracy of the spans for the final predictions from miRWoods was 97.39% (S2 Table).

In some cases, predictions from miRWoods were able to correct the region spanning the hairpin precursor. For instance, the annotation for hsa-mir-6860 has a precursor span that doesn’t cover an additional nearby read stack. The prediction from miRWoods covers the read stack and is along the intron boundary, showing evidence that hsa-mir-6860 is really a half-mirtron (S5a Fig).

In other cases, predictions from miRWoods showed an improvement over annotations from other software. For instance, miRWoods predicted a better hairpin span for hsa-mir-431 than miRDeep2 (S5b Fig). However, it should be noted that the miRDeep2 prediction for hsa-mir-431 had a score of 1.5 whereas the cut-off was set at 4.

The best model was therefore the result of training on human, and was evaluated on both other human samples and mouse. Remarkably, cross-species evalutions (trained on human, tested on mouse) performed better than same-species evaluations trained on human, tested on human (S6 Fig).

Data Set Overview

Small RNA sequencing data for human and mouse sets were downloaded from GEO. Data from GSE31069 were divided into 4 sets containing a wild-type and dicer knockdown version of total cell content and cytoplasmic fractions of MCF-7 cell lines. miRWoods was only run on the wild type sets, and dicer knockdown sets were analyzed to provide further evidence of dicer processing in precursors predicted in the wild type sets. GSE16579 consisted of RNAseq from several cancer cell lines and all human cell samples were combined into a single set. The three normal human liver samples from GSE21279 were combined as well. Mouse sets were all obtained from GSE20384 and were divided into brain, embryo, newborn, ovary, and testes sets. Cow samples were obtained from the lab of Dr. Massimo Bionaz and included bone marrow, dental pulp, iris, optic nerve, oral papillae, penis, retina, SLN, brain stem, and corium. Cow miRs were predicted from a combined set of all 10 tissues. Two muscle and two skin samples from cat were provided by the lab of Dr. Christiane Lohr, and miRWoods was run on the combined set. All data sets used in this study are summarized in S3 Table.

Analysis of Predicted Precursors

An analysis script was developed to determine whether the final predicted span of each hairpin precursor overlapped the annotation well enough to be considered a positive hit. To ensure fairness, predictions generated by each software were put into a common format so that the same set of functions could be used to verify them. Criteria for determining correctness of predictions are as follows:

- - For annotations with 2 products, predicted precursor span must overlap both annotated products
  - For annotations with 1 product, predicted precursor span must be within the span of the annotated precursor or half of the predicted precursor span must cover the annotation.
  - Only Predictions overlapping an annotation on the same strand (rather than the antisense strand) are deemed to be correct if they meet the above criteria.
  - If one prediction meets the above criteria, but another prediction was already given the same annotation it is counted as a false positive.

For each software pipeline, predictions meeting the above criteria were labeled as true positives and the remaining predictions were labeled as false positives. Another script was run to find all microRNAs expressed within each dataset. In this way, a consistent set of false negatives could be determined for each software by subtracting the number of correctly folded predictions from the number of expressed miRs in each dataset.

Precision, recall, and F1-score were calculated using the following equations:

(4) $Precision= \frac{True Positives}{True Positives+False Positives}$

(5) $Recall= \frac{True Positives}{True Positives+False Negatives}$

(6) $F_{1}Score=2$·$\frac{Precision\cdot Recall}{Precision+Recall}$

Summary of mature microRNA Expression

For a summary of the expression levels of all mature miRs across all samples discussed in this paper, see S4 Table.

Tuning miRWoods

Tuning the miRWoods models was done using a grid-search to train models built from GSE23090 or GSE40499. Each model was tuned on either a set of cancer cells from GSE20592 and GSE18381, or stem cells from GSE62501 and GSE65706 (S7a Fig). A final validation was done on the set that wasn’t tuned on (either the cancer cells or stem cells.) Our final model was created by training on the GSE23090 set and using the optimum tuning of decision value (S7b Fig), 1:X stratified sampling (S7c Fig), and ARPM (S7d Fig) based on the optima found for the cancer cell tuning set. A summary of the data sets and values resulting from the tuning experiment is provided in S5 Table.

Analysis of Dicer Knockdown Sets

Samples of MCF7 (total) and MCF7 (cytoplasmic fraction) with Dicer knocked down were compared with wild-type variations of the same cells. The log fold change values of in the ARPM expression in Dicer knockdown vs wildtype cells were computed for miRBase annotations and novel predictions from each software using the following equation with a pseudocount of 0.15:

(7) $Log Fold Change= {log}_{2}\left( \frac{Dicer Knockdown ARPM+pseudocount}{Wildtype ARPM+pseudocount} \right)$

A cumulative distribution function (CDF) was plotted comparing the log fold change of Dicer knockdown vs. wildtype for each software for both the MCF7 (total) and MCF7 (cytoplasmic) samples (S8a-b Fig). A scatterplot was generated for MCF7 (total) comparing the log fold change to the decision value (S8c Fig) In addition, a box plot was generated showing the median and range of the Dicer knockdown log fold change for each software tested on the MCF7 (total) set (S8d Fig). P-values were computed using a t-test comparing the log fold change in expression in Dicer-knockdowns to wildtype for the novel predictions for each method and miRBase (S6 Table).

For several novel predictions in which Dicer was knocked down the structure and RNAseq were analyzed to provide evidence for their validity. Examples included hsa-Novel35, hsa-Novel28, hsa-Novel23, hsa-Novel65, hsa-Novel92, and hsa-Novel99 (S9 Fig).

Euler Plots

Predictions from miRWoods were compared with predictions of other software using Euler diagrams. For each Euler plot, predictions intersected with the expressd microRNAs from miRBase R21 for that tissue if they met the criteria in the “Analysis of Predicted Precursors” section. Novel predictions from two programs intersected if there was any overlap at all between their predicted hairpin spans. If a program predicted two hairpins with overlapping spans which both overlap with a single case then only one of the predictions was used to increase the count at the intersection and the other prediction only increased the count for the program. Euler diagrams were plotted using the venneuler version 1.1-0 package in R (Additional Euler Plots for sets not shown in the main text can be found in S10 Fig, S11 Fig).

Phylogenetic Trees

Phylogenetic trees were generated for newly predicted and annotated versions bta-mir-2284/2285, hsa-mir-548, and fca-let7 miRs. Sequences were aligned using Clustal Omega(4) version 1.2.4 with the default parameters and the sequence type option set to DNA “-t DNA.” Next Clustal version 2.1 was used with the “-TREE” option set to create a neighbor-joining phylogenetic tree from the alignment. Circular trees for bta-mir2284/2285 and hsa-mir548 were drawn using ggtree 1.6.11 in R. The phylogenetic tree for fca-let7 family miRs was drawn using the newick package in latex. A phylogenetic tree not shown in the main text was created showing the expansion of the hsa-mir-548 family (S12 Fig).

Analysis of Clusters

For each genome known annotations and novel miRWoods predictions within 10,000 bp of each other were grouped into clusters. Clusters which could be produced by grouping only the annotated microRNA were referred to as annotated clusters. New clusters were referred to as novel cluster. For cat, the set of microRNAs predicted by Lagana *et al*. (5) were used in lieu of miRBase annotations. 

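Table S7 lists precursors by span, strand and name, and marks those that miRWoods did not predict. For the cow it holds 253 precursors in 76 clusters, of which 212 are marked as predicted and 41 come from the annotation alone. For the cat it holds 162 precursors in 51 clusters, 146 predicted and 16 from the earlier feline study alone. Each predicted precursor had the same span, strand and name in the deposited sets, in both species. In 6 bovine and 2 feline clusters of the table no member was predicted, and 1 of these bovine clusters lists a single precursor in the copy used here. The 31 earlier feline clusters are named as the source of 30 clusters in the table. Of these 30, 28 have a predicted member, and they take in 29 of the earlier clusters.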

All identified clusters are summarized in S7 Table.

Differential expression Analysis

Differential expression was analyzed comparing muscle to skin for all mature cat miRs with an ARPM of at least 0.5 across at least 2 of the samples. The voom method was used to analyze the trend in the mean-variance relationship for the log-ARPM of the counts and limma empirical Bayes was used to build a linear model. Differential expression was determined based on the Benjamini-Hochberg adjusted p-values ($p \leq0.05$) for each miR.

Examples of differentially expressed miRs in cat included fca-mir-1-1 and fca-mir-205. RNAseq and qPCR were both used to verify that fca-mir-1-1 and fca-mir-205 were differentially expressed (S13 Fig).

PCR validation for Cow microRNA

We selected bta-Novel225-5p-miR, bta-Novel286-3p-miR, bta-Novel144-3p-miR, bta-Novel250-5p-miR, and bta-Novel244-5p-miR for qPCR validation based on decision value, structure, and positioning of read stacks.

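All 5 loci were in the deposited bovine set with products from both arms. They are bta-Novel225 (X chromosome, 13909804 to 13909892, plus strand), bta-Novel286 (chromosome 10, 30135206 to 30135272, plus strand) and bta-Novel144 (chromosome 21, 67089264 to 67089367, minus strand). The others are bta-Novel250 (chromosome 28, 33437531 to 33437590, minus strand) and bta-Novel244 (chromosome 9, 75469338 to 75469404, minus strand). The tested product was 20 nt long for bta-Novel225 and 22 nt for the other 4. For the control miR-7, the set had bta-mir-7-1 on chromosome 21 from 19989084 to 19989145 and bta-mir-7-2 on chromosome 8 from 78575537 to 78575638.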

Novel Families

Novel families were found across all sets of miRWoods predictions. In order to avoid analyzing redundant predictions, precursor spans having an overlap of 80% or more between sample sets were combined and given a single alias by which they could be identified. The sequences used for mature products came from whichever set had an instance of the precursor with greatest abundance measured in ARPM.

The combined set of novel mature microRNAs were blasted against a database containing the same novel predictions as well as all annotated microRNAs found in miRBase R21. Novel families were grouped according to the following criteria:

- major products were not homologous to known miRs
- major products were on the same side of the hairpin and shared the same seed
- Every major product in the family blasted to at least one other major product with an expect value of at least 0.05.
- Major products did not all share the exact same sequence
- Families containing only two precursors that are antisense to one another were excluded.

For a table containing all novel families of microRNA meeting these criteria see S8 Table.

**Overview of Product Features**

*(36 features total)*

**fivePrimeHet**

The five-prime-heterogeneity of the product, which is defined as the fraction of reads with 5′ start positions different from the most frequent 5′ position.

**medianLength**

The median length of reads associated with the product.

**gcContent**

the ratio of Guanine and Cytosine to all nucleotides in the product sequence

**aa, ac, ag, at, ca, cc, cg, ct, ga, gc, gg, gt, ta, tc, tg, and tt**

Frequency with which each dinucleotide appears in the product sequence.

**r7,r6,r5,r4,r3,r2,r1,s0,f1,f2,f3,f4,f5,f6, and f7**

The abundance of reads with start positions that are between 7 nucleotides upstream to 7 nucleotides downstream of the 5′ end of the product

**WFC**

Wooten-Federhen Complexity of the product sequence defined for a sequence with $n_{A}\ldots n_{U}$ for the counts for the number of occurrences of A, C, G, and U respectively as:

$$C_{WF}=\frac{1}{N}{log}_{D}(\frac{N!}{n_{A}!n_{C}!n_{G}!n_{U}!})$$

Where $N$ is the total number of nucleotides in the sequence, and $D=4$ is the size of the alphabet.

**Duplex Energy**

The minimum free energy for the product duplexed with the surrounding sequence (returned by RNAduplex.)

**Hairpin Features**

*(71 features total)*

**mfe**

the minimum free energy of the folded hairpin (returned by RNAfold)

**tapd**

sum of the displacement of the 5′ end of the sense products to the 3′ end of the antisense products (antisense products only add to the TAPD if their abundance is at least 1/2000 of the hairpin abundance and 1/20 of the abundance of the corresponding sense product.)

**aapd**

The average antisense displacement score. Found by dividing the tapd by the number of antisense products.

**urf**

The unique read fraction. Found by dividing the number of unique reads in the hairpin by the number of adjusted reads (adjusted reads are normalized by the number of mappings to the genome.)

**ahc**

The average max product hit count. The average number of hits to the genome of all distinct reads with start positions 10 nucleotides up or downstream of the miR product.

**afh**

The average max product 5′ heterogeneity. The frequency of reads that do not line up with the 5′ end of the miR.

**pbp**

Product base pairing. The frequency of paired bases on the miR.

**sameShift**

sameShift is the maximum amount that one product’s 5′ end is shifted away from an overlapping product’s 5′ end for all products in a hairpin. (This is computed only if the amount of overlap between the products is greater than 2, the ratio of the two products is greater than 1/20, and the read counts of both products are greater than 1% of reads in the hairpin.)

**bothShift**

The maximum amount that two products on opposite arms of the hairpin are shifted from each other. (This is computed only if the amount of overlap between the products is greater than 2, the ratio of the two products is greater than 1/20, and the read counts of both products are greater than 1% of reads in the hairpin.)

**OPA**

Overlap Product Abundance. The frequency of the most abundant product that overlaps another product by more than 2.

**aa, ac, ag, at, ca, cc, cg, ct, ga, gc, gg, gt, ta, tc, tg, and tt**

Dinucleotide content scores defined as the frequency of occurrence.

**Duplex Energy**

The value for minimum free energy returned by RNAduplex.

**GCcontent**

the ratio of Guanine and Cytosine to all nucleotides in the sequence

**foldDupCmp**

This score compares the structure produced by RNAfold with the structures produced by RNAduplex. The degree to which they are similar is divided by the total length of the RNAduplex structures. For example:

RNAduplex structure: (.(.((((((((&).)))))..))).) Total len = 26

(.(.(((((((( ).)))))..))).)

+++((((.(.((((((((.((..........))))).))))).)))).))+++++++++

Total matched = 25

foldDupCmp = 25/26 = 0.962

**dupPBP**

duplex Product base Pairing. The product base pairing of the region duplexed by the miR. The pbp of the duplex may be different from the pbp of the miR due to extra loops and bulges. In these cases, the dupPBP feature may aid in correctly classifying non-miRs.

**dupLoopLength**

The size of the biggest interior bulge or loop in the duplex across from the major miR product.

**APV**

Average Product Variance. The average variance of the read counts for distinct reads within a product.

**wAPV**

Weighted Average Product Variance. This is the same as APV but weighted by the size of each product.

**ARV**

Average Read Positional Variance. The average variance in the start positions of the reads for each product.

**wARV**

Weighted Average Read Positional Variance. This is the same as ARV but weighted by the size of each product.

**mpLoopDistance**

The distance of the miR from the loop. Can be negative if the miR overlaps the loop.

**dupLoopDistance**

The distance of the miR* from the loop. Can be negative if the miR* overlaps the loop.

**loopSize**

The size of the loop

**averageOverlapAmount**

For each overlapping pair of products, the read count of the less abundant product is multiplied by the amount of overlap, then divided by the total read count of the hairpin. The results of these computations are summed to give the score for the averageOverlapAmount.

**totalRelativeOverlapAmount**

For each overlapping pair of products, the read count of the less abundant product is multiplied by the amount of overlap, then divided by the read count of the more abundant product. The results of these computations are summed to give the score for the totalRelativeOverlapAmount.

**innerLoopGapCount**

Counts the number of times more three or more unbound nucleotides are next to each other in the Loop region.

**totalSenseRPM**

The total adjusted reads per million (ARPM) in the sense strand

**totalAntisenseRPM**

The total adjusted reads per million (ARPM) in the antisense strand

**totalOverlap**

The sum of the amounts of overlap between each pair of overlapping reads.

**maxBulge**

The longest set of unbound nucleotides in the region of the hairpin spanning the miR and miR* products.

**maxInteriorLoop**

The biggest interior loop in the region of the hairpin spanning the miR and miR* products.

**intLoopSideDiff**

The difference between the length of the interior loop between the miR and miR* products

**maxUnboundOverhang**

The largest amount of unbound nucleotides on either side of the miR

**numOffshoots**

The number of additional hairpins formed on or across from the miR or miR*. If there are any it is not likely to be a real mir precursor.

**dupSize**

The size of the region duplexed by the miR product. If it is really small (due to overlapping a loop) or really large (due to there being several hairpins or atypical folding) it is unlikely to be a miR.

**neighborCount**

The number of read regions that are within 1000 nucleotides of the precursor. If the precursor is within an intron, only the positions within the intron are checked and the neighborCount is adjusted to an amount comparable to what would be expected within 1000 nucleotides. This is similar to nonMiRNeighborCount in miRTRAP(6) but includes all read regions.

**RFProductAvg**

The Decision value returned by the random forest used in the product phase.

**rel5pOutCount, rel5pMorCount, rel5pMirCount, relLoopCount, relSplitCount, rel3pMirCount, rel3pMorCount, and rel3pOutCount**

the fraction of the product relative to the total for the hairpin

**miRmoR5pOverlap, miRmoR3pOverlap, miRLoop5pOverlap, miRLoop3pOverlap, loopLoopOverlap, out5pOverlap, outOut5pOverlap, outOut3pOverlap, inProdOverlap, miRSplit5pOverlap, and miRSplit3pOverlap**

Overlaps for individual products within the loop. These are negative if products are a distance from one another.

References

1. Langmead B, Trapnell C, Pop M, Salzberg SL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome biology. 2009;10(3):R25.

2. Friedländer MR, Chen W, Adamidi C, Maaskola J, Einspanier R, Knespel S, et al. Discovering microRNAs from deep sequencing data using miRDeep. Nature biotechnology. 2008;26(4):407.

3. Lorenz R, Bernhart SH, Zu Siederdissen CH, Tafer H, Flamm C, Stadler PF, et al. ViennaRNA Package 2.0. Algorithms for Molecular Biology. 2011;6(1):26.

4. Sievers F, Higgins DG. Clustal Omega, accurate alignment of very large numbers of sequences. Multiple sequence alignment methods: Springer; 2014. p. 105-16.

5. Laganà A, Dirksen WP, Supsavhad W, Yilmaz AS, Ozer HG, Feller JD, et al. Discovery and characterization of the feline miRNAome. Scientific Reports. 2017;7(1):9263.

6. Hendrix D, Levine M, Shi W. miRTRAP, a computational method for the systematic identification of miRNAs from high throughput sequencing data. Genome biology. 2010;11(4):R39.

# Supplementary material for: miRWoods: Enhanced precursor detection and stacked random forests for the sensitive detection of microRNAs
**Source:** PLoS Comput Biol. 2019 Oct 9;15(10):e1007309. doi: 10.1371/journal.pcbi.1007309
**Supplement:** S2 Table — Percentage of cases where duplex method produced span used in final prediction.

Supplementary Table S2. Percentage of cases where duplex method produced span used in final prediction.

|  | All Annotated Precursors | | | Annotated Precursors with candidate spans > 1 | | |
| --- | --- | --- | --- | --- | --- | --- |
| Sample | Duplex-Focused Span Matches Predicted (%) | Duplex-Focused Span Correct (%) | Predicted Span Correct (%) | Duplex-Focused Span Matches Predicted (%) | Duplex-Focused Span Correct (%) | Predicted Span Correct (%) |
| MCF7 (total) | 90.19 | 96.56 | 96.82 | 77.49 | 97.66 | 98.25 |
| MCF7 (cytoplasm) | 88.55 | 95.97 | 96.10 | 75.41 | 97.57 | 97.84 |
| cell lines | 85.99 | 95.25 | 96.18 | 78.90 | 95.91 | 97.31 |
| Liver | 89.43 | 96.12 | 95.86 | 78.24 | 96.69 | 96.14 |

# Supplementary material for: miRWoods: Enhanced precursor detection and stacked random forests for the sensitive detection of microRNAs
**Source:** PLoS Comput Biol. 2019 Oct 9;15(10):e1007309. doi: 10.1371/journal.pcbi.1007309
**Supplement:** S6 Table — P-values computed from comparing the log-fold change of dicer knockdowns compared to wild-type using a t-test, for the novel predictions of each method and miRBase.

Supplementary Table S6. P-values computed from comparing the log-fold change of dicer knockdowns compared to wild-type using a t-test, for the novel predictions of each method and miRBase.

| **MCF-7 Cytoplasmic Fraction** | | |  |  |
| --- | --- | --- | --- | --- |
|  | miRWoods | miRDeep2 | miReap | miRBase |
| miRWoods | - | 0.05086187 | 0.29649206 | 0.00012122 |
| mirdeep | 0.05086187 | - | 0.26416239 | 0.42224388 |
| miReap | 0.29649206 | 0.26416239 | - | 0.00296758 |
| miRBase | 0.00012122 | 0.42224388 | 0.00296758 | - |
| **MCF-7 Total Cell Content** | |  |  |  |
|  | miRWoods | miRDeep2 | miReap | miRBase |
| miRWoods | - | 0.58468605 | 0.7934435 | 1.3489E-14 |
| mirdeep | 0.58468605 | - | 0.27722909 | 6.9076E-18 |
| miReap | 0.7934435 | 0.27722909 | - | 1.9469E-28 |
| miRBase | 1.3489E-14 | 6.9076E-18 | 1.9469E-28 | - |

How the deposited data were processed for this re-analysis (not part of the article)

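Small RNA libraries from 10 bovine tissues of 3 steers and from skin and muscle of 3 cats (4 libraries) stand behind the deposited sets. The read numbers given for them are the counts of the paper's Table S3, taken as reads per library. The authors trimmed the reads with cutadapt, aligned them with Bowtie and called precursors and mature products with miRWoods on all libraries of a species together, so each species has 1 call set and no replicate. The values in the deposited sets are genomic starts and ends, counted from 1, with strand and name. No decision value, read number or normalized expression comes with a locus in these sets. The paper's Table S4 gives read numbers for mature microRNAs, which were not used here. The copy at hand lacked the feline counts and was incomplete for the other sets. The genome build is not given in the sources used here, and no genome of that build was used, so sequences, seeds, folding and splice sites of the loci were not analysed here, and neither were host genes apart from that of bta-mir-140. Genes and their neighbours were looked up by name in a RefSeq gene table of another bovine assembly (ARS-UCD2.0), in which 409 of the 412 annotated bovine names matched 1 gene. Its positions served to compare distances between named genes and to place MIR140 in its host gene, and none is given.

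From the deposited sets, precursors were counted and sorted by name into annotated, homologous, without known homology, antisense and other RNA. Feline loci were also grouped by whether the name holds a family number. Clusters are groups of at least 2 precursors whose neighbours lie at most 10 kb apart, measured as the gap between spans on either strand, with the distance taken from the paper's methods. A locus has both arms when a 5p and a 3p product derive from it. Proportions carry 95% exact (Clopper-Pearson) binomial intervals. Differences between classes of loci were tested with Fisher's exact test, two-sided, for shares, and with a permutation test of the difference of medians, two-sided with 100000 resamples, for precursor length. These 7 tests were fixed before the data were examined, and their p-values were adjusted together by the Benjamini-Hochberg method. The units are loci of 1 list, some of them neighbours or copies of each other, so the tests describe the list and do not measure variation between animals.

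The loci named in the text follow a rule set at the same time, when the values in the paper's own tables had been seen. It takes the precursors, families and clusters that the paper names in its text and in the legends of Figs 4 to 8, the 3 largest clusters and the 5 families with the most further members in each species, and the bovine and feline members of Table S8. It also takes 12 lists of families: let-7, muscle, epithelium and skin, retina and sensory organs, nervous system, blood and immune cells, liver, pluripotent and placental cells, mir-17 to mir-92 and paralogs, the imprinted cluster, the X-linked testis cluster and the ruminant family. Other loci given as examples, among them the neighbours and the overlapping pairs, were chosen after their values were seen. The spans in Tables S7 and S8 were matched to the deposited sets by sequence, start, end and strand.

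The alternatives varied the cluster distance (1, 5 and 50 kb), how distance is measured, the strand, the treatment of overlapping loci on opposite strands, the members added from Table S7, what an antisense name counts as, which mature products count, and the statistic for length. The computations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures used matplotlib 3.10.9. The computations were tested on simulated lists of 412 and 283 loci. All 50 simulated sets of clusters were recovered. With no difference between classes, Fisher's exact test called 1.00% of 200 simulated lists and the length test called 4.00%. With a difference added, they called 100% and 93.5%.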

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

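The test of arm order in this part was set before its result was seen. The bovine set held 25 pairs of overlapping predictions on opposite strands and the feline set 17. They are given because they lie above the 3 that a count of 0 allows, which is a level for reporting and not an expected number of pairs. The paper names 1 of them, the feline pair of mir-30 members beside fca-mir-30c-1, and does not report on the others as a group. In the cow, 17 pairs joined a known microRNA with a locus named as its antisense, 4 joined loci that both had a family name and 4 joined loci without known homology. A further 5 of the 22 antisense-named bovine loci had no predicted partner. In the cat, 5 pairs were antisense-named, 4 had a family name on both strands, 6 had none and 2 were mixed. Some pairs carry annotated names on both strands, such as bta-mir-214 (chromosome 16, 40485809 to 40485906) with bta-mir-3120, and bta-mir-152 (chromosome 19, 39081174 to 39081238) with bta-mir-2957. When it scored predictions in its evaluation sets, the paper counted those antisense to an annotation as false positives.

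A candidate explanation is that reads of 1 product aligned to both strands of a near palindromic hairpin, which would place the leading product on the same arm of both loci. Taking the product listed first as the leading one, the same arm led in 29 of 42 pairs (69.0%, 95% exact interval 52.9 to 82.4%), in 16 of the bovine pairs (64.0%) and in 13 of the feline pairs (76.5%). The whole interval lies below the share that this explanation needs over all pairs, but it reaches above the share set for ruling it out, so the explanation stays open for part of the pairs. Transcription of both strands stays open as well, and no biological explanation was tested.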

How the results depend on the processing

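Among the alternative values, 7 were chosen only after the data were seen, against 99 planned ones. They include opposite-strand pairs as 1 position, in the share of loci in clusters or together with added precursors in the number of clusters. The others count antisense names with the mir-2284 family or, with tRNA names, as without homology, or take the arm listed first. Tests of candidate explanations chosen after their results were seen are named with the other observations. Of the alternative values for counts and tests, 58 kept their direction and side of the threshold or, for counts, stayed within 1.5 times the value given. Some of the 58 could not have changed and say nothing about stability. Names of another RNA class were already outside the class without homology, and looser matches to Table S7 began from a complete match. Bovine clusters ranged from 58 (same strand) to 96 (50 kb) around 77, and feline clusters from 46 to 66 around 57. The difference in the share of loci in clusters ranged from 29.2 to 37.1 percentage points in the cow and from 27.7 to 43.6 in the cat, and passed the test under each distance and strand setting. Bovine precursor length did not hold. Annotated loci had a median 1 nt shorter (difference -1), and -2 without the mir-2284 and mir-2285 members (permutation test, two-sided, p = 0.0254), but a mean 2.56 nt longer (permutation test, two-sided, p = 0.0116). The cause was not tested. The difference in 5p share between mir-2284 and mir-2285 was 25.2 percentage points among annotated loci alone (Fisher's exact test, two-sided, p = 0.185). Fewer loci enter there. Loci with both arms add 1 product to each arm, as in the main setting. The difference was 38.5 in the main setting, 43.9 among homologous loci alone, 94.1 with both-arm loci left out and 59.7 by the arm listed first. Counted by name, the family has 10 annotated, 23 homologous and 33 total mir-2284 loci, and 15, 45 and 60 mir-2285 loci. The numbers of members of single named clusters moved by more than 1.5 times in 12 alternative values, all at 1 or 5 kb, and by at most that in 27, among them fca-let-7f (3 to 2) and fca-mir-450b (6 to 4) at 1 kb and bta-mir-493 (7 to 8) and bta-mir-379 (38 to 39) at 50 kb. Besides the sizes of the mir-379, mir-532 and bta-mir-493 groups, given with the clusters, the larger moves left fca-Novel10, fca-mir-30c-1 and bta-mir-140 alone at 1 kb. The alternatives on a stricter decision value, genes, mirtron boundaries, seeds and folding were not run, since the deposited sets hold no score per locus and no genome of their build was used here. No analysis between libraries, paired or not, was possible, because the deposited sets were called on the combined libraries of a species. In addition, feline skin and muscle share 1 cat and each bovine tissue has 1 library. Depth limits which loci were called at all, and the read numbers of Table S4 were not used here.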

Differences from the paper's values

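The main counts and shares all lay within 1.5 times the paper's values, beyond which a difference was called large. For shares this margin is wide, since 60.0% for annotated mir-2284 lay within it against the paper's 82.05%. The main arm shares also count products, where the paper counts loci by their most abundant read. Among the settings fixed before the data were examined, counting the mir-2284 family by 1 of its names gave large differences. It gave 10 or 15 annotated members against the paper's 29 and 23 or 45 homologous members against its 68. The smaller differences were as follows. For the cow, the paper gives 409 annotated, 91 homologous and 310 loci without homology where the names give 412, 90 and 283, and 401 in place of 398 outside the annotation, for which its Discussion gives 417. Counting antisense and tRNA names as without homology, a setting chosen after the values were seen, gives 308. For the cat, the paper's 293 loci with homology compare with 298, and with 293 when antisense names are left out, a setting fixed before the data were examined. The paper's 76 bovine and 51 feline clusters compare with 77 and 57, and with 75 and 51 when opposite-strand pairs are taken as 1 position and the precursors of Table S7 that were not predicted are added, which was chosen after the values were seen. This setting drops 0 of the paper's 51 feline clusters, but it adds the table's own precursors, so the match is not independent. The paper's 28 earlier feline clusters with an overlap compare with 29 that have a predicted member in Table S7, and with 28 when clusters of that table are counted, which was chosen after the values were seen. The paper's 29 known members of the mir-2284 family compare with 25 annotated ones, and with 29 when antisense names are counted, also chosen after the values were seen. For the homologous members, the paper's 73.91% and 88.89% compare with 67.6% (5p, mir-2284) and 76.3% (3p, mir-2285) of products, and with 73.9% and 88.9% by the arm listed first, again chosen after the values were seen and leaving out no locus. For the annotated members, the paper's 82.05% and 89.36% compare with 60.0% and 65.2% of products, and with 60.0% and 93.3% by the arm listed first. The groups are unlike, since the deposited set has 10 and 15 annotated loci of these names and the paper's percentages cannot be shares of so few. Leaving out loci with both arms, a setting fixed before the data were examined, gives 80.0% for annotated mir-2284 loci, and 100% for annotated mir-2285 loci and for the homologous loci of both names.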

Other observations

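Tests in this part on the order of products, on the clusters of Table S7, on known members of the mir-2284 family and on the family outside clusters were chosen after their results were seen, and the others before. Family lists describe what the call sets hold. The list of the imprinted cluster, with 40 families, had 42 bovine loci and 26 feline loci, from 35 and 25 families. Families of the mir-17 to mir-92 group and its paralogs had 16 bovine and 13 feline loci, and all 9 families were present in both species. Muscle families had 9 bovine loci. The list of epithelium and skin had 6 loci in each species, with mir-200, mir-141, mir-429 and mir-205 in both and mir-203, a microRNA of keratinocytes, in neither. Retina and sensory families had 6 feline loci, although no eye tissue of the cat was sequenced. Families of the nervous system had 13 feline loci from 8 of 11 families, with none for mir-124, mir-137 and mir-153. Blood and immune families had 14 feline loci, among them mir-451, which the bovine set lacked. The liver microRNA mir-122 had 1 feline locus. Pluripotent and placental families had 3 bovine loci, all mir-302, and no feline locus. The X-linked testis cluster had 2 feline loci, mir-506 and mir-514, and no bovine locus. The ruminant family had 93 bovine loci and no feline one. Tissues and depth differ between the species, so differences in these numbers were not tested. In the paper's human and mouse evaluations, miRWoods missed part of the expressed annotated microRNAs. A family without a locus is therefore not shown to be absent from the tissues.

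At the level of the family letter (mir-30c), 162 names were shared by the 372 bovine and 196 feline plain names, 82.7% of the feline ones. With the copy number kept in the name, 164 names were shared. By family number, with homologous names included, 186 were shared among 303 bovine and 218 feline families.

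Products from both arms were found at 373 of 412 annotated bovine loci (90.5%, interval 87.3 to 93.2%) and at 159 of 283 without known homology (56.2%, interval 50.2 to 62.0%). Fisher's exact test, two-sided, gave p = 8.61e-26 (adjusted p = 3.01e-25). In the cat, 241 of 298 loci with a family number (80.9%, interval 75.9 to 85.2%) and 77 of 187 without known homology (41.2%, interval 34.0 to 48.6%) had both arms. Here p was 4.66e-19 (Fisher's exact test, two-sided, adjusted p = 8.16e-19). The deposited sets hold no read numbers. A difference in read abundance between the classes was therefore not separated from the difference in arms, in either species. Median precursor length was 66 nt for annotated bovine loci and 67 nt for those without known homology (permutation test, two-sided, p = 0.215, adjusted p = 0.250). Its direction and its side of the threshold depend on the setting. The difference of means was 2.56 nt (permutation test, two-sided, p = 0.0116). Without mir-2284 and mir-2285 members the difference of medians was -2 nt (permutation test, two-sided, p = 0.0254). In the cat the medians were 65 and 66 nt (permutation test, two-sided, p = 0.521, adjusted p = 0.521).

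Clusters of annotated bovine loci could come from the arrangement of the assembly the authors used. Of the 116 neighbouring pairs of annotated loci within 10 kb that do not overlap, all 116 had both members matched by name to the ARS-UCD2.0 gene table, and 100% of them (95% exact interval 96.9 to 100%) lay within 10 kb there as well, which argues against that explanation. Of the 93 mir-2284 and mir-2285 members, 4 lay in a cluster (4.30%), all of them annotated. Among annotated loci alone this is 4 of 25 (16.0%, interval 4.54 to 36.1%), against 185 of 387 others (47.8%, interval 42.7 to 52.9%). Of these 4 members, 3 overlap their only neighbour on the opposite strand, and 0 have a neighbour on the same strand. Scatter over the genome as single copies stays open as an explanation, since a low share in clusters only restates it. Whether reads shared between near-identical members added loci to the list was not tested.

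A candidate explanation for the order of products at a locus is that the more abundant one is listed first. Table S8 gives the major product of 14 bovine and feline loci, of which 7 have both arms, and it was listed first at 7 of these 7. With so few loci the 95% exact interval reaches down to 59.0%. The number of known mir-2284 family members may include antisense names, since annotated and antisense-named members together were 29. For clusters, a candidate explanation is that Table S7 leaves out overlapping opposite-strand pairs with no other neighbour and adds annotated precursors that were not predicted. Both changes gave 51 feline and 75 bovine clusters, but the precursors added are those of the table itself, so these numbers decide nothing and the explanation stays open. Without them, the 11 feline and 16 bovine clusters that are such a pair had 0 members in the table, while each of the other 46 feline and 61 bovine clusters had a member there.

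The members of family 9 in Table S8 appear under other names in the deposited set. The 4 spans listed there as bta-Novel140, bta-Novel184, bta-Novel229 and bta-Novel290 are named bta-mir-2285-Novel38, bta-mir-2285-Novel40, bta-mir-2285-Novel41 and bta-mir-2285-Novel46. The numbers of bovine loci without known homology, with the unnumbered name as 1, run to 337 with 54 not in use, and the feline numbers run to 187 with 0 not in use.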
